# Novel Role of miR-18a-5p and Galanin in Rat Lung Ischemia Reperfusion-Mediated Response

**DOI:** 10.1155/2021/6621921

**Published:** 2021-08-14

**Authors:** Kun Xiao, Lei Song, Ye Hu, Wanxue He, Fei Hou, Peng Yan, Jianqiao Xu, Kaifei Wang, Yi Tao, Dan Li, Lixin Xie

## Abstract

Lung ischemia reperfusion (IR) is known to occur after lung transplantation or cardiac bypass. IR leads to tissue inflammation and damage and is also associated with increased morbidity and mortality. Various receptors are known to partake in activation of the innate immune system, but the downstream mechanism of tissue damage and inflammation is yet unknown. MicroRNAs (miRNAs) are in the forefront in regulating ischemia reperfusion injury and are involved in inflammatory response. Here, we have identified by high-throughput approach and evaluated a distinct set of miRNAs that may play a role in response to IR in rat lung tissue. The top three differentially expressed miRNAs were validated through quantitative PCRs in the IR rat lung model and an *in vitro* model of IR of hypoxia and reoxygenation exposed type II alveolar cells. Among the miRNAs, miR-18a-5p showed consistent downregulation in both the model systems on IR. Cellular and molecular analysis brought to light a crucial role of this miRNA in ischemia reperfusion. miR-18a-5p plays a role in IR-mediated apoptosis and ROS production and regulates the expression of neuropeptide Galanin. It also influences the nuclear localization of transcription factor: nuclear factor-erythroid 2-related factor (Nrf2) which in turn may regulate the expression of the miR-18a gene. Thus, we have not only established a rat model for lung IR and enumerated the important miRNAs involved in IR but have also extensively characterized the role of miR-18a-5p. This study will have important clinical and therapeutic implications for and during transplantation procedures.

## 1. Introduction

Patients with end-stage lung diseases or pulmonary disorders receive lung transplantation as a standard mode of treatment modality. Lung transplantation, even though well established, has a low success rate compared to other solid organ transplants as it poses challenges in terms of survival of donor transplant in the recipient body [1]. This is mostly due to a clinical condition called primary graft dysfunction (PGD), which results from mild or acute lung injury posttransplantation [2]. The major cause of primary graft dysfunction in the recipient body is due to the injury during ischemia reperfusion and the clinical symptoms including pulmonary edema and alveolar damage [3]. It is reviewed that lung ischemia reperfusion-related injury plays a major role in determining the success rate of lung transplantation procedures contributed by increased morbidity and mortality rates [4].

Cessation of blood supply while excising the lungs from the donor for transplantation leads to ischemia and subsequent reperfusion during transplantation to the recipient. This causes a rapid host inflammatory response leading to injury and possible dysfunction of the transplanted organ [5]. Even though the reperfusion procedure induces additional damage to the donor lungs, this procedure is unavoidable, so as to prevent the lungs from facing irreversible ischemia after removal from the donor. Limiting or blocking oxygen supply followed by reperfusion leads to formation of reactive oxygen species (ROS) along with activation of innate immune responses and inflammatory influx [6]. The extent of damage to the transplanted lung due to ischemia reperfusion determines the survival rate and functionality of the lung in the recipient body.

Recent studies are now focusing on identifying methodologies to reduce or limit injury induced by ischemia and reperfusion. Studies devising therapeutic interventions that can alleviate tissue damage due to ischemia and reperfusion are underway [7–11]. This requires the understanding of molecular mechanisms and downstream signaling involved in the process of ischemia and reperfusion prior to injury. Recent studies have explored the possibilities of using miRNAs as a biomarker to predict or regulate injury induction in the context of ischemia reperfusion during lung transplantation [12, 13]. MicroRNAs include the group of small noncoding RNAs that regulate gene expressions by binding to the 3′untranslated region of target mRNAs thereby preventing their translation. miRNAs have gained huge biological and therapeutic importance due to their capacity to selectively and uniquely block specific mRNAs thereby controlling their expression pattern and function [14]. Microarrays from retinal, cerebral, and skeletal muscle IR in rodent models suggested differential expression of miRNAs such as mir-495, mir-207, mir-329, mir-152, mir-223, and mir-667 and their role in ischemia and reperfusion [15–17]. However, the role of miRNAs in lung ischemia reperfusion injury is not widely explored.

The current study is aimed at establishing a rat model of ischemic reperfusion in the lungs and evaluating the expression dynamics of miRNAs in rat lungs post ischemia reperfusion. This study identifies differentially expressing miRNAs through high-throughput analysis and contributes towards unveiling the complex molecular mechanism involved in ischemia reperfusion injury, especially in the lung model. This study also established an *in vitro* system of ischemia reperfusion by exposing type II alveolar epithelial cells to hypoxia and then replacing them to normal oxygenated conditions. We then validated one of the downregulated miRNAs, miR-18a-5p, in the *in vitro* model of IR. Through gene prediction and mutation analysis, we find and validate Galanin mRNA as a target for miR-18a-5p. Downregulation of miR-18a-5p upon IR leads to upregulation of Galanin, which then attenuates the deleterious effects of IR and leads to cell survival and proliferation. Perturbation of miR-18a-5p levels by mimics or inhibitor affects not only the ROS levels generated post-IR but also on the nuclear localization of transcription factor Nrf2, leading to transcriptional activation of cytoprotective genes. Thus, either the upregulation of Galanin or the downregulation of miR-18a-5p can alleviate the cellular injury caused by ischemia reperfusion and lead to cell survival and proliferation. Galanin, a neuropeptide, is known to play a protective role against insults by ischemia reperfusion in tissues such as the liver, brain, and heart, but its role in the lung has not been studied before [18–21]. The results from this study not only provide the miRNAs as possible biomarkers for early detection of IR-mediated lung injury but also provide a therapeutic intervention to prevent further cell death.

## 2. Materials and Methods

### 2.1. Animal Use and Ethical Approval

Sprague Dawley rats of clean grade were used for this work. Male rats were used which were 7-8 weeks old and weighed around 220-280 g at the time of the experiments. All the experiments were approved by the Animal Ethics Committee of the Chinese PLA General Hospital.

### 2.2. Surgery and Ischemia Reperfusion

Intraperitoneal injection of urethane was done for anesthesia, by tracheal intubation and connecting the animal to the ventilator (setting parameters were 70 times/min, tidal volume of 20 mL/kg, and respiration ratio of 1 : 1). Thoracotomy was performed on the fourth and fifth intercostal spaces of the left chest. The left hilum was peeled off and closed with a noninvasive blood vessel for 45 minutes. The blood flow was perfused, and the layers were sutured one after the other. The sham operation group only had the surgical access without clamping of the blood vessels.

### 2.3. Material Collections

Post-IR, the rats were euthanized, and lung tissues were dissected out. Part of the tissue was fixed by paraformaldehyde for sectioning for H&E staining, part of the tissue was frozen at −80°C for qPCR detection, and part was used for high-throughput sequencing of miRNA.

### 2.4. Hematoxylin and Eosin (H&E) Staining

#### 2.4.1. Tissue Embedding and Sectioning

Lung tissue was fixed at 4% paraformaldehyde for more than 24 hours. The tissue is taken out of the fixation solution, and a scalpel is used to smooth the tissue at the target site in the fume hood. The cut tissues are placed in the dehydration box.

#### 2.4.2. Dehydration

The dehydration box is placed into the hanging basket, and gradient alcohol is dewatered in order. The order was 75% alcohol for 4 h, 85% alcohol for 2 h, 90% alcohol for 2 h, 95% alcohol for 1 h, absolute ethanol I for 30 min, absolute ethanol II for 30 min, alcohol benzene for 5-10 min, xylene I for 5-10 min, xylene II for 5-10 min, wax I for 1 h, wax II for 1 h, and wax III for 1 h.

#### 2.4.3. Embedding

The soaked tissue is embedded using the embedding machine. Initially, the melted wax was placed in the embedding frame. Before the wax solidifies, the tissue from the dehydration box is removed and placed into the embedding frame according to the requirements of the embedding surface and the corresponding label is attached. The embedded tissue is then cooled in a refrigerator at −20°C. After the wax has solidified, the wax block is removed from the embedding box and trimmed.

#### 2.4.4. Slicing

The trimmed wax block is placed on a paraffin microtome and sliced to a thickness of 4 *μ*m. The sections were floated on 40°C warm water of the spreader to flatten the tissue. The tissue was picked up with a glass slide and placed in a 60°C oven to bake the slices.

#### 2.4.5. Staining

Paraffin sections of the lung tissue were dewaxed to water in the following order: xylene I for 20 min, xylene II for 20 min, absolute ethanol I for for10 min, anhydrous ethanol II for 10 min, 95% alcohol for 5 min, 90% alcohol for 5 min, 80% alcohol for 5 min, and 70% alcohol for 5 min and lastly in distilled water.

Sections were stained into Harris hematoxylin for 3-8 min, washed with tap water, 1% hydrochloric acid, and alcohol differentiated for several seconds, later rinsed with tap water, 0.6% ammonia water returned to blue, and rinsed with running water. Sections were stained in eosin solution for 1-3 min. The sections were then placed in order of 95% alcohol I for 5 min, 95% alcohol II for 5 min, absolute ethanol I for 5 min, anhydrous ethanol II for 5 min, xylene I for 5 min, and xylene II for 5 min for dehydration, and as the section became transparent, they are taken out from xylene. The sections are dried and sealed with neutral gum.

### 2.5. Cell Lines

Rat type II alveolar epithelial cells were used for the *in vitro* model IR. After plating the cells, 70% confluency was reached after 24 hours. The cells were hypoxic treated for 3 hours and then reoxygenated for 24 h. Another set of cells was left without any treatment. After 24 hours, the supernatant was discarded, washed with PBS, and proceeded with RNA extraction.

### 2.6. RNA Extraction

RNA extraction for all the samples was carried out using TRIZOL and as per the mentioned protocol.

### 2.7. miRNA Sequencing and Analysis

#### 2.7.1. Library Construction

After the RNA samples are qualified for library preparation, the small RNA Sample Prep Kit was used to construct the library. The special structure of the 3′and 5′ends of the small RNA (the 5′end has a complete phosphate group and the 3′end has a hydroxyl group) was used. Total RNA was used, and adapters are directly added to the ends of small RNA, and then, cDNA is synthesized by reverse transcription. After the PCR amplification, the target DNA fragments are separated by PAGE gel electrophoresis, and the cDNA library is obtained by cutting the gel (Supplementary Figure 1A).

#### 2.7.2. Library Inspection

After the library construction is completed, Qubit 2.0 is used for preliminary quantification, the library was diluted to 1 ng/*μ*L, and then, the Agilent 2100 was used to detect the insert size of the library. After the insert size is as expected, the qPCR method was used to determine the effective concentration of the library.

#### 2.7.3. HiSeq Sequencing

After the library is qualified, different libraries are pooled according to the requirements of effective concentration and target offline data volume, and then, HiSeq/MiSeq sequencing is performed.

### 2.8. Bioinformatics Analysis

Given that the used species is a rodent and has a reference genome, an animal small RNA analysis method is used as described in Supplementary Figure 1B.

### 2.9. First-Strand cDNA Synthesis

MMLV RT kit (ELK Biotechnology EQ002) was used for first-strand cDNA synthesis. The manufacturer's protocol was followed.

### 2.10. Real-Time PCR

Real-time PCR was performed on a StepOne™ Real-Time PCR instrument from Life Technologies. Each sample was made in 3 replicates using the EnTurbo™ SYBR Green PCR SuperMix Kit (ELK Biotechnology, EQ001).

Data analysis was done by the *ΔΔ*CT method.

(1) $$\begin{array}{c} A=\text{CT }\left(\text{target gene},\text{experimental sample}\right)-\text{CT }\left(\text{internal standard gene},\text{experimental sample}\right),\\ B=\text{CT }\left(\text{target gene},\text{control sample}\right)-\text{CT }\left(\text{internal standard gene},\text{control sample}\right),\\ K=A-B,\\ \text{Expression multiple}=2^{-K}. \end{array}$$

### 2.11. Prediction of rno-miR-18a-5p and Gal Interaction

The sequence of rno-miR-18a-5p is as follows: UAAGGUGCAUCUAGUGCAGAUAG.

The sequence of Gal (ENSRNOT00000020425.5) 3′UTR is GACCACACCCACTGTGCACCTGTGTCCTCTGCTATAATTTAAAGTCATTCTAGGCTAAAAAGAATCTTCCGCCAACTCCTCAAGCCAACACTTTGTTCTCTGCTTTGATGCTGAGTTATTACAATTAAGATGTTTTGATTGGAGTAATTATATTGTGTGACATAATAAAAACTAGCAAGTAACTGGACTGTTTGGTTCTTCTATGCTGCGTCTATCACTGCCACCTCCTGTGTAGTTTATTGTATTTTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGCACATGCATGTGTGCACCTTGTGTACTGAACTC.

Predicting the combination of miR-18a-5p and 3′UTR of Gal mRNA, the prediction results are shown in Supplementary Figure 2.

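The Gal 3′UTR sequence that the paper gives is 322 nt long, counted from 1 at its 5′ end. It was searched for matches to the seed of the 6 miRNAs taken to qPCR, with the mature sequences of the paper's Table 3. miR-18a-5p (UAAGGUGCAUCUAGUGCAGAUAG) has 1 match to its nucleotides 2 to 8, at positions 303 to 309, within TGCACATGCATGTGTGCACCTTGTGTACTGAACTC. The match ends 13 nt before the end of the given sequence and lies after a TG repeat of 21 units at positions 248 to 289. The base after the match is G, so that it is not the seed type with an A opposite nucleotide 1 of the miRNA. A weaker match, to nucleotides 3 to 8, lies at positions 16 to 21. miR-20b-5p (CAAAGUGCUCAUAGUGCAGGUAG) has 1 match to its nucleotides 2 to 7, at positions 89 to 94. miR-667-5p, miR-329-5p, miR-540-3p and miR-335 have 0 matches. A seed match is a property of the sequence and says nothing of binding in the lung.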

### 2.12. Dual Luciferase Assay

The predicted wild and mutated sequence of about 200 bp upstream and downstream of the interaction site with rno-miR-18a-5p (only mutation predicted interaction site) of the Gal 3′UTR was synthesized and was inserted into the luciferase reporter gene vector pmirGLO. HEK293T cells were transfected with the miR-18a-5p mimics or control along with the luciferase constructs using the transfection reagent Lipofectamine 2000 (Invitrogen). 48 hours after transfection, cells were lysed and chemiluminescence readings were taken with the Dual Luciferase Kit (Beyotime) and the instrument. Renilla luciferase was used as an internal reference, and the RLU value measured by firefly luciferase is divided by the RLU value measured by Renilla luciferase.

### 2.13. Primers

Primers used for quantitative analysis of miRNAs were synthesized by Wuhan GeneCreate Biological Engineering Co., Ltd. Primer sequences are shown in Table 1.

### 2.14. ELISA to Detect Serum Inflammatory Factors

The kits shown in Table 2 were utilized for detection of proinflammatory molecules from rat blood serum. Standards were derived for each molecule and the line equations were used to deduce the concentrations in each sample, according to the kit protocol.

### 2.15. Cell Survival Assay

AT2 cells were treated with hypoxia (3 h) and reoxygenation for periods of 0, 24, 48, and 72 h along with miR-18a-5p mimics or inhibitor and respective controls. CCK8 solution was then added to each well and incubated for 1-4 hours. The absorbance was taken at 450 nm in a microplate reader.

### 2.16. Apoptosis Assay

AT2 cells were treated with hypoxia (3 h) and reoxygenation for 24 h along with miR-18a-5p mimics or inhibitor and respective controls. For the apoptosis assay, cells at a concentration of 1 × 10^6^/mL were taken and centrifuged at 1000 rpm for 5 min. After two PBS washes, the cells were suspended in 100 *μ*L of binding buffer, Annexin V-FITC, and incubated for 15 min. The cells are transferred to a flow detection tube, and 400 *μ*L of PBS with 1 *μ*L PI is added to each sample and incubated for 2 min. The cells were then passed through the Attune NxT sonic focusing flow cytometer. Data was then analyzed through the flow cytometric analysis software.

### 2.17. Flow Cytometer Detection of ROS

AT2 cells were treated with hypoxia (3 h) and reoxygenation for 24 h along with miR-18a-5p mimics or inhibitor and respective controls. DCFH-DA probe was diluted with serum-free medium to a final concentration of 10 *μ*mol/L. The cell culture medium is removed and 1 mL of diluted DCFH-DA to each six-well plate and incubated at 37°C for 20 min. After washes, the fluorescence was detected using flow cytometry. Data was then analyzed through the flow cytometric analysis software.

### 2.18. Confocal Imaging

For calcium imaging, Fluo-4 AM (Biyuntian, S1060) mother liquor was diluted with PBS to a working solution of 0.5-5 *μ*M. AT2 cells treated with hypoxia/reoxygenation with miR-18a-5p mimics or inhibitor, and respective controls were washed with PBS and Fluo-4 AM was added to cover the cells. The solution was incubated with cells for 10-60 min at 20-37°C. After washing with PBS, the cells were further incubated for 20-30 min to ensure that Fluo-4 AM is completely converted into Fluo-4 in the cells. The fluorescence was then detected with a laser confocal microscope (PerkinElmer & Olympus, UltraVIEW VoX & IX81).

For Nrf2 immunostaining, cells were fixed in 4% paraformaldehyde for 10-15 min and then washed with PBS (3x). After permeabilization with 0.2% Triton X-100 for 10 minutes, the cells were blocked with 10% goat serum for 30 min at 37°C. Primary antibody (Nrf2, Abcam) was made in 5% goat serum and incubated with the fixed cells overnight. Post primary antibody incubation, 3x PBS washes were given and the cells were incubated with secondary antibody (prepared in 5% goat serum) at 37°C for 1 h. The cells were then incubated with nuclear stain DAPI and sealed on glass slides. The fluorescence was then detected with a laser confocal microscope (PerkinElmer & Olympus, UltraVIEW VoX & IX81).

### 2.19. Immunoblotting

AT2 cells were treated with hypoxia (3 h) and reoxygenation for 24 h along with miR-18a-5p mimics or inhibitor and respective controls. Cells were then lysed, and protein estimation was done using the BCA kit. Appropriate amount of total protein was taken for immunoblotting. Lysates were electrophoresed on 12% resolving gel for 45 min and transferred on to a PVDF membrane at 1.5 mA/cm^2^ gel volume for 1.5 h. The immunoblots were probed for respective primary and secondary antibodies and developed using the ECL luminescent solution in a dark room.

### 2.20. Statistical Analysis

The data were analyzed using Microsoft Excel 2007 software (https://www.microsoft.com; Microsoft Corporation, Redmond, WA, USA). All data are presented as the mean ± standard deviation. For comparisons between two groups, statistically significant differences between means were identified by paired Student's *t*-test. For multiple comparisons, the significance was determined by simple one-way analysis of variance followed by Tukey's post hoc test. *P* < 0.05 was considered to indicate a statistically significant difference.

## 3. Results

### 3.1. Establishing Ischemia Reperfusion Model

Male Sprague Dawley rats aged 7 to 8 weeks were used for establishing ischemia reperfusion model by hilar occlusion of the lung. Model development and validation of injury were then demonstrated using ELISA and histology.

### 3.2. ELISA and Histology

Enzyme-linked serum immunosorbent assay (ELISA) was performed to determine the variation in the levels of serum inflammatory factors in IR injury rats and sham models. Compared with the sham operation group, the levels of interleukin-6 (IL-6), interleukin-18 (IL-18), and tumor necrosis factor-*α* (TNF-*α*) in the serum of the I/R model group were significantly higher (Figure 1). This increase of serum inflammatory factors in blood after ischemia reperfusion proves that the rat ischemia reperfusion model was successfully established. IL-6 level in rat serum after IR induction was 355.9 ± 14.1 pg/mL compared to 97.2 ± 5.7 pg/mL in sham models (Figure 1(a)). Similarly, IL-18 level in rat serum was 116.3 ± 9.77 in IR models as compared to 38.4 ± 3.61 in sham models (Figure 1(c)). TNF-*α* levels in IR models were 131.9 ± 9.8 against 3.42 ± 5.6 in sham models (Figure 1(b)). This hike in the inflammatory cascade molecules after IR injury induction confirms successful model development [22, 23]. The gross observation of the lungs of the sham-operated group appeared normal while in the IR group the lung volume was slightly increased compared to sham models. The H&E-stained lung tissue of the sham group appeared normal with no swelling and minimal inflammatory cell infiltration. The alveolar cavity and wall were smooth and normal with no thickening (Figure 1(d)), whereas the H&E-stained lung tissue sections of the ischemia reperfusion group appeared dark red with distorted alveolar geometry (Figure 1(e)). Histology staining displayed huge infiltration of inflammatory cells with vascular congestion and pulmonary edema in the IR group. The alveolar septa appeared to be thicker than normal. These observations can be considered as a hallmark for IR-induced injury [24].

### 3.3. High-Throughput Analysis of miRNAs in a Rat Model of Lung Ischemia Reperfusion

After confirming IR injury through histology in rat lungs, the miRNA signature in these IR-induced rat lung tissues was studied in comparison to that in sham models. 

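Small RNA from the lungs of 3 rats after IR and of 3 sham-operated rats was sequenced, with 1 library per sample. In the IR rats the left hilum was closed for 45 min and the lung was then reperfused. The time of reperfusion is not given in the sources used here. The sham rats were operated on without clamping. The paper calls the samples of a group biological replicates, and they were treated as separate animals. Adapters were ligated to both ends of the small RNA, and the amplified cDNA was size-selected on a gel. The submitters' processing notes name Bowtie as an aligner. The genome build, the miRNA annotation, the counting tool and the treatment of reads that match several miRNAs are not given in the sources used here. The authors deposited whole read counts for 693 miRNAs, of which 630 are named rat miRNAs and 63 are predicted miRNAs with a number only, and the same counts per 1000000 listed miRNA reads, which they call TPM. The sham libraries held 7459979, 10718899 and 10302473 miRNA reads, and the IR libraries held 6300841, 3775663 and 11248166. At these totals 3 reads correspond to a TPM of 0.267 to 0.795 in a library. Smooth muscle miR-143-3p took 11.0% to 16.6% of the reads of a library. The inflammation-responsive miR-21-5p took 24.2% in sham replicate 3 and 9.66% to 13.5% in the other 5 libraries. The predicted miRNAs together took 0.0265% to 0.0409%. IR was compared with sham on the counts with edgeR's quasi-likelihood test after TMM normalization. The test covered the 418 miRNAs kept by edgeR's filterByExpr, which asks for about 10 reads at the median library size in at least 3 libraries. An adjusted p (Benjamini-Hochberg) under 0.05 was called, with no minimum fold change. Levels are given as TMM-normalized counts per 1000000 reads (CPM), with the SD over the 3 libraries of a group. The reads carry no molecular identifiers, so intervals and floors computed from reads cover counting error only.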

Total RNA was extracted from the frozen lung tissue, and a miRNA library was built from good quality of RNA. The insert size of the library was confirmed by Agilent 2100, and it was quantified using Qubit 2.0. The library for each sample was then subjected to HiSeq sequencing. To check for the reproducibility of the replicates and relation between the two groups, Pearson's correlation analysis was done on all six samples (Figure 2(a)). The biological replicates showed high correlation with each other (IR1 vs. IR2 vs. IR3) but lower correlation among the two groups (IR1 vs. NC1). This showed that the replicates were reproducible and also that the IR treatment caused a change in the expression profile of miRNAs between the groups, reflected by the lower correlation between the groups (IR vs. NC). 

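Over the 693 miRNAs, on the log10(TPM + 1) scale, Pearson's r was 0.990 to 0.996 between the 3 IR libraries and 0.993 to 0.994 between the 3 sham libraries. It was 0.981 to 0.989 over the 9 pairs of an IR and a sham library. The mean was 0.993 within groups and 0.987 between groups, a difference of 0.00638 (0.00401 with a pseudocount of 10 and 0.0157 with Spearman's coefficient, the lowest and highest of the settings fixed beforehand). With the miRNAs of the Dlk1-Dio3 list left out, a set of miRNAs from one imprinted gene cluster, the difference was 0.00261, an alternative chosen after seeing the data. On untransformed TPM, where the abundant miR-143-3p and miR-21-5p weigh most, mean r was 0.960 within and 0.945 between groups. Among the 10 ways to divide the 6 libraries into 3 and 3, the division into IR and sham gave the largest difference on the log scale (exact permutation test, one-sided, p = 0.1, the smallest p that 3 against 3 allow). On untransformed values another division gave a difference as large (exact permutation test, one-sided, p = 0.2). These correlations run across miRNAs, which are not independent replicates.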

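After IR, 44 of the 418 tested miRNAs differed from sham at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The 33 higher miRNAs had a median change of 4.53-fold and the 11 lower miRNAs a median change of 1.84-fold. Among the miRNAs with enough reads for the test, the largest rise was that of miR-370-3p, from 0.927 ± 0.508 to 13.8 ± 4.92 normalized CPM (SD, n = 3 each). The largest fall among them was that of miR-335, whose gene lies within the imprinted gene Mest, from 5.41 ± 2.84 to 1.01 ± 0.223 (SD, n = 3 each). Their log2 fold changes were 3.89 for miR-370-3p and -2.33 for miR-335. Under limma-trend on log2(TPM + 1) they were 2.96, below the 2.99 of miR-541-5p, and -1.53. The smallest adjusted p was that of miR-434-5p, at 0.00595 from the same test. In all 44 miRNAs each of the 3 IR libraries lay on the same side of all 3 sham libraries. Such a separation was found for 142 of the 418 tested miRNAs (34.0%), where chance gives 10%. Of the 8 predicted miRNAs tested, 0 were called by edgeR, DESeq2 or limma and 0 had an unadjusted p under 0.05. Leaving out 1 library changed the number of called miRNAs to 57 without sham replicate 2 and 21 without sham replicate 3. It was 24 without IR replicate 1, 17 without IR replicate 2 and 2 (miR-370-3p and miR-434-5p) without IR replicate 3. Without sham replicate 1 it was again 44, of 450 tested. Of these, 32 were among the 44 called with all libraries and 12 were not. DESeq2's Wald test called 69 of 505 miRNAs, and an unadjusted p under 0.05 from edgeR was reached by 110.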

Differential expression analysis of the miRNAs revealed 69 significantly altered miRNAs (*P* value < 0.05) in the IR model vs. the sham model (Supplementary Table S1). The volcano plot clearly shows the distribution of these differentially expressed miRNAs; 43 different miRNAs are upregulated labelled in red and 26 miRNAs are downregulated labelled in green (Figure 2(b)). These differentially expressed miRNAs also cluster together as shown by the hierarchical cluster analysis (Figure 2(c)); those that are downregulated are more closely related and are similar to each other as compared to those that are upregulated. This global analysis of miRNAs on lung IR injury shows that there is a miRNA-mediated response which plays an important role in IR and the downstream pathophysiology. 

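Most of the higher miRNAs come from a single gene cluster. The Dlk1-Dio3 region is an imprinted domain whose miRNAs are expressed from the maternal chromosome, and 23 of the 29 tested miRNAs of the Dlk1-Dio3 list were higher after IR, 0 were lower and 6 did not pass the test (28 higher when adjusted over the list alone). All 29 lay above sham, with a median change of 4.91-fold, and 28 list miRNAs were higher at an unadjusted p and 28 with DESeq2, which tests more of them. Of the 29 tested, miR-370-3p had the largest log2 fold change, 3.89 (standard error 0.47, adjusted p = 0.00691 from edgeR's quasi-likelihood test). miR-434-5p rose from 5.88 ± 2.15 to 42.3 ± 3.10 normalized CPM (SD, n = 3 each), and miR-127-3p, which lies antisense to the imprinted gene Rtl1, from 37.9 ± 16.6 to 128 ± 32.9. The log2 fold changes of miR-493-3p, miR-541-5p and miR-410-3p were 3.52, 3.34 and 2.74, those of miR-409a-3p and miR-409b, which share reads, were 2.64 and 2.62, and those of miR-379-3p, miR-134-5p and miR-299b-5p were 2.57, 2.51 and 2.48. With 1 library left out, that of miR-541-5p was 2.09 without IR replicate 2. That of miR-410-3p was 3.79 without sham replicate 1 and that of miR-379-3p 3.19 without sham replicate 3. Under limma-trend on log2(TPM + 1) the values were lower, at 1.32 for miR-493-3p, 2.99 for miR-541-5p and 1.29 for miR-410-3p. They were 2.01 for miR-409a-3p, 1.99 for miR-409b, 1.08 for miR-379-3p, 2.03 for miR-134-5p and 1.70 for miR-299b-5p. Rat annotation GRCr8 places 59 miRNA genes between Dlk1 and Dio3, and 25 of the 32 tested miRNAs with a gene there were higher and 0 were lower.
Of the 10 higher miRNAs outside the list, miR-3578 and miR-3592 also have a gene in the region and share reads with the list's miR-369-5p and miR-382-3p. miR-1-3p, a miRNA of striated muscle whose reads are also listed as miR-3571, had a log2 fold change of 1.31 (standard error 0.21, adjusted p = 0.0138 from edgeR). miR-29b-5p and miR-29c-5p, of the miR-29 family, rose by 1.20 and 1.13 on the log2 scale. The other arms of their hairpins, miR-29b-3p and miR-29c-3p, were at 0.53 and 0.55 without passing the test. miR-192-5p and miR-194-5p, which are expressed together in gut, liver and kidney epithelium, rose by 1.02 and 1.00. miR-330-3p and miR-139-5p, named after their values were seen, rose by 0.81 and 0.60.
The 11 lower miRNAs include miR-18a-5p, miR-17-1-3p and miR-92a-3p of the miR-17~92 cluster, a set of miRNAs that promote proliferation, with log2 fold changes of -1.54, -1.09 and -0.73. miR-128-3p went from 1003 ± 285 to 447 ± 60.3 normalized CPM (SD, n = 3 each; log2 fold change -1.17). Both arms of miR-15b were lower, at -0.996 for miR-15b-3p and -0.88 for miR-15b-5p. The lymphocyte miR-150-5p was at -0.77, miR-146a-5p, a feedback inhibitor of NF-κB signalling, at -0.85, miR-199a-3p of mesenchymal cells at -0.65 and miR-23a-3p at -0.59, the smallest of the 11. The 11 lower miRNAs became 13 without sham replicate 1, 17 without sham replicate 2, 4 without sham replicate 3, 1 without IR replicate 1 and 5 without IR replicate 2, and miR-17-1-3p and miR-23a-3p were called in 0 of the 6 fits with 1 library left out and in 4 and 3 of 11 alternatives. Without IR replicate 3 only miR-370-3p and miR-434-5p of all these stayed called, and the list's 23 became 10 without sham replicate 3 and 7 without IR replicate 2. With a filter of 10 reads in every library, 10 list miRNAs were higher.

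**Figure D1:**
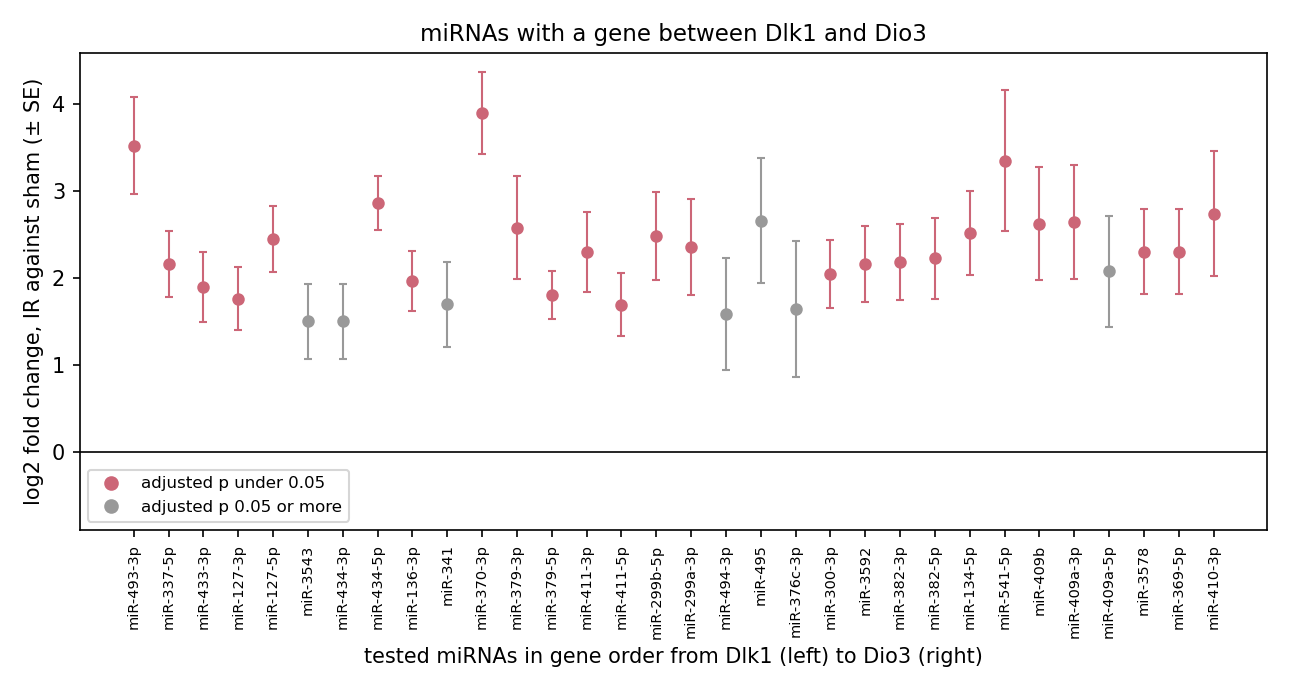
Log2 fold change of IR against sham (vertical axis, bars are the standard error, n = 3 libraries per group) for the 32 tested miRNAs with a gene between Dlk1 and Dio3, in gene order from Dlk1 at the left to Dio3 at the right. Red points have an adjusted p under 0.05 from edgeR and grey points do not; all 32 lie above 0.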

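On log2(normalized CPM + 1), the expression of the 11 lower miRNAs over the 6 libraries gave a mean pairwise Pearson's r of 0.847 over 55 pairs, with a lowest r of 0.661. The 33 higher miRNAs gave a mean of 0.906 over 528 pairs, with a lowest r of 0.637. The mean r of the lower set minus that of the higher set was -0.0595. The higher set is led by the Dlk1-Dio3 list, whose summed level was 147 ± 59.8 normalized CPM in sham and 647 ± 250.3 after IR (SD, n = 3 each). Over the 43 higher and 26 lower miRNAs of the paper's Table S1, mean r was 0.864 and 0.787. The difference was -0.0253 without IR replicate 2 and -0.101 without IR replicate 1. No p-value is given, because the sets were chosen on these libraries and their miRNAs are not independent.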

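The tested miRNAs were also grouped by family, gene cluster and cell type. The miR-17~92 cluster had 3 of 10 tested miRNAs lower and 0 higher (6 lower when adjusted over the list alone), with a median log2 fold change of -0.73. Its abundant members miR-17-5p and miR-20a-5p were at -0.72 and -0.73 without passing the test, and miR-19b-3p was at 0.06. In the related miR-106a to miR-363 cluster all 3 tested miRNAs were below sham, with miR-363-3p at -0.99, and 0 passed edgeR's quasi-likelihood test. All 3 were lower with edgeR's likelihood ratio test, when adjusted over the list alone and at an unadjusted p, and 2 with DESeq2. Reads of near-identical members of these clusters may be shared. The miR-29 family had 2 of 6 higher and 0 lower (3 higher adjusted over the list alone), and its most abundant member miR-29a-3p was at 0.52 without passing. The miR-181 family, miRNAs of T cell development, had 0 of 8 called by edgeR's quasi-likelihood test, a median of -0.50 and miR-181a-5p at -0.54. Of these 8, 4 were lower adjusted over the list alone, 5 at an unadjusted p, 2 with DESeq2 and 1 with edgeR's likelihood ratio test. The miRNAs of liver and gut epithelium had 2 of 3 higher, with a median of 1.02. The lymphocyte list had 1 of 4 lower, with a median of -0.48, and miR-342-3p was at -0.13. The epithelial miR-200 family had 0 of 9 called by edgeR's quasi-likelihood test, a median of 0.33 and miR-200b-3p at 0.55. Of these 9, 2 were higher adjusted over the list alone and with DESeq2, 3 at an unadjusted p and 1 with edgeR's likelihood ratio test. The smooth muscle and fibroblast list had 1 of 7 lower (3 adjusted over the list alone) and a median of -0.30.
With fry, which tests whether a list moves on balance one way, 9 of 20 lists passed an adjusted p of 0.05. They were the Dlk1-Dio3 list, the miR-29 family, the miR-17~92 cluster, the lymphocyte list, and the smooth muscle and fibroblast list, each with an adjusted p = 0.0219 from limma's fry, the miR-106a to miR-363 cluster (also 0.0219), the miR-181 family and the liver and gut epithelium list (0.0223 each) and the miR-200 family (0.0346). With camera, which compares a list with the other miRNAs, the adjusted p of the Dlk1-Dio3 list was 8.47e-22 with limma's preset correlation, and 8 lists passed. With an estimated correlation 0 of 20 lists passed camera, also at an unadjusted p: the adjusted p = 0.251 with an estimated correlation for the Dlk1-Dio3 list, both miR-17 clusters, the miR-29 and miR-181 families, the smooth muscle list and the liver and gut list, and 0.306 for the lymphocyte list and the miR-200 family. The lists were written after Table S1 had been read, so their directions are not independent evidence. The number of lists past fry was 4 without sham replicate 3, 1 without IR replicate 1 and 0 without sham replicate 1, IR replicate 2 or IR replicate 3. From the miRNAs altered between the groups, the paper concludes that a miRNA-mediated response plays an important role in IR and its downstream pathophysiology.

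**Figure D2:**
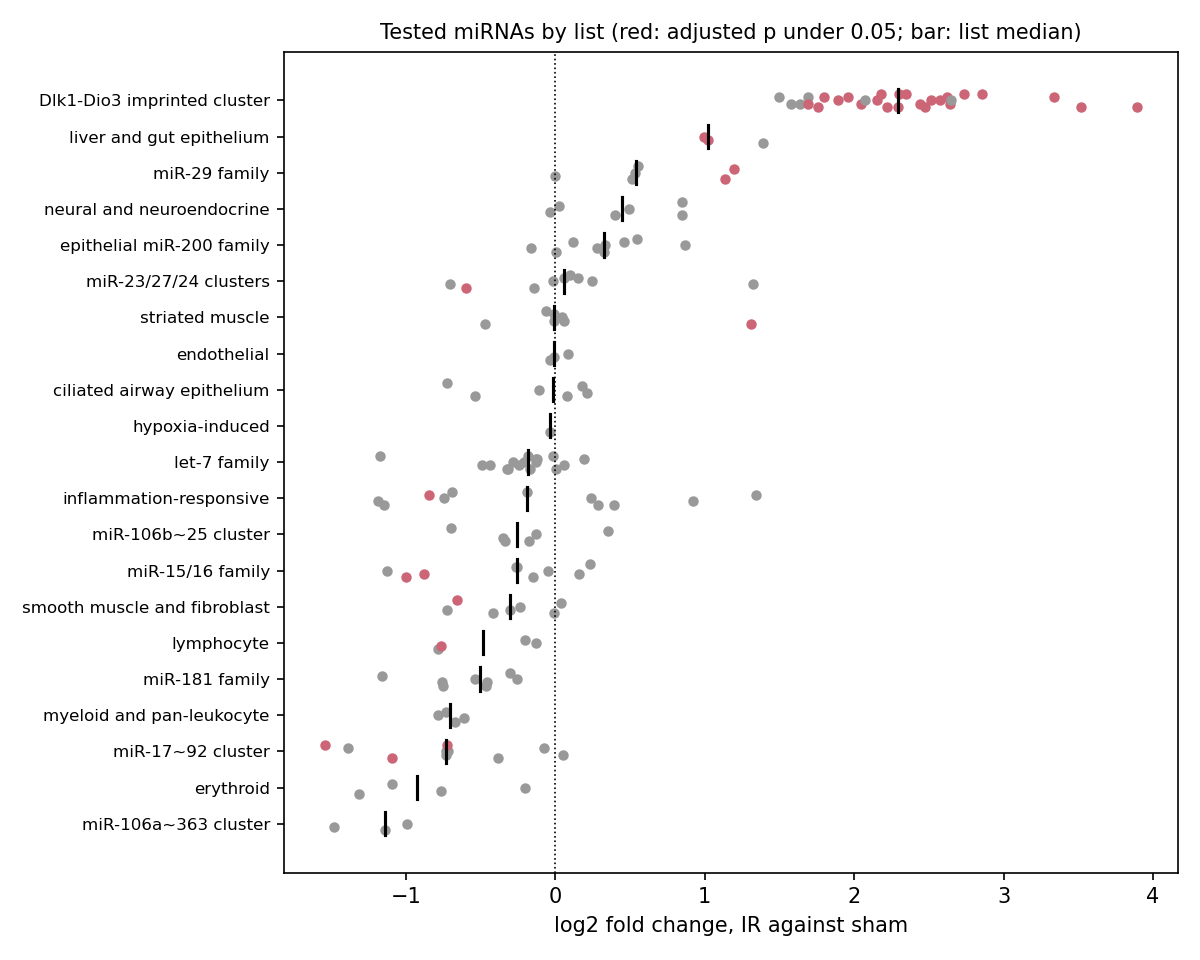
Log2 fold change of IR against sham (horizontal axis) for the tested miRNAs of 21 lists, 1 point per miRNA, from 3 libraries per group. Red points have an adjusted p under 0.05 from edgeR, grey points do not, and the black bar is the median of the list, which is 2.30 for the Dlk1-Dio3 list and -1.14 for the miR-106a to miR-363 cluster.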

There are several miRNAs already reported to be involved in ischemia reperfusion [13, 17, 25–32] in various tissue types. But since we are establishing a new rat model for lung ischemia reperfusion, we decided to take an unbiased, global approach to look at the miRNA signature on ischemia reperfusion. Towards this regard, we decided to validate the top three candidates in each category (upregulated and downregulated) (Table 3) of the high-throughput analysis by quantitative qPCR in the same rat lung IR tissue vs. sham model.

### 3.4. Validation of Differentially Expressed miRNAs by qPCR

#### 3.4.1. *In Vivo* System of Ischemia Reperfusion Injury

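The paper took 6 miRNAs from the sequencing to qPCR, miR-667-5p, miR-329-5p and miR-540-3p as higher and miR-335, miR-18a-5p and miR-20b-5p as lower. The 3 higher ones belong to the Dlk1-Dio3 cluster and had few reads. miR-667-5p had 42 reads over the IR libraries and 0 over the sham libraries, at least 18.7-fold higher against a floor of 3 reads over the sham group; the 95% exact lower limit of the ratio, which also covers the counting error of the IR reads, was 14.5. miR-329-5p had 25 reads after IR and 1 in sham, a ratio of 33.4 after division by the total reads of each group (95% exact interval 5.47 to 1371). miR-540-3p had 24 and 2 reads, a ratio of 16.03 (95% exact interval 3.98 to 139.9). These 3 had too few reads for the test on 418 miRNAs; with no filter their adjusted p was 0.0128, 0.0394 and 0.0226 in the order named, from edgeR's quasi-likelihood test, and with DESeq2 it was 0.000237, 0.0158 and 0.0290. miR-335 had 24 reads after IR and 143 in sham, with a log2 fold change of -2.33 (standard error 0.54, adjusted p = 0.0317 from edgeR, range over the other settings 0.00102 to 0.0932). miR-18a-5p, a member of the miR-17~92 cluster, had 243 and 885 reads and fell from 32.3 ± 10.1 to 11.2 ± 3.11 normalized CPM (SD, n = 3 each; standard error of the log2 fold change 0.32, adjusted p = 0.0229 from edgeR, 2.91-fold lower). miR-20b-5p, from the X-linked miR-106a to miR-363 cluster, had 96 and 376 reads and levels of 5.17 ± 2.45 after IR and 13.7 ± 6.10 in sham, a log2 fold change of -1.48 (standard error 0.44) that did not pass the test (adjusted p = 0.0716 from edgeR, range over the other settings 0.0143 to 0.215).
Leaving out 1 library ended the call of miR-18a-5p without sham replicate 3, IR replicate 1 or IR replicate 3 (edgeR adjusted p = 0.0650, 0.0531 and 0.0777), and that of miR-335 without any library but sham replicate 2 (0.0622 without sham replicate 1, 0.0975 without sham replicate 3, 0.0871, 0.0814 and 0.102 without IR replicates 1, 2 and 3), while miR-20b-5p passed without sham replicate 2 (0.0433). The floor for miR-667-5p gave at least 11.7-fold, 11.9-fold and 10.8-fold without sham replicate 2, sham replicate 3 and IR replicate 2. The ratio of miR-329-5p was 20.8 without sham replicate 2 and 19.5 without IR replicate 2. Its 1 sham read lay in sham replicate 3, so without that library the floor of 3 sham reads gave at least 7.10-fold. The ratio of miR-540-3p was 10.0 without sham replicate 2.

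**Figure D3:**
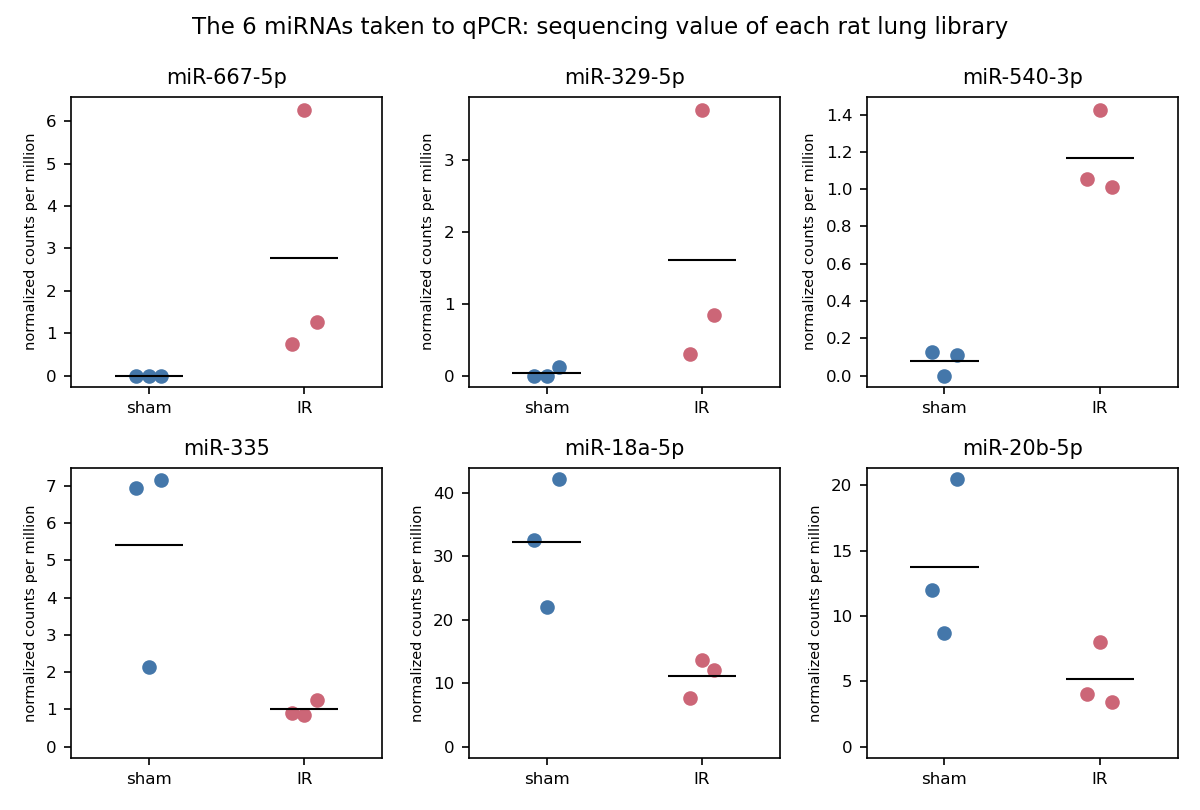
Normalized CPM (vertical axes, each from 0) of the 6 miRNAs in the 3 sham libraries (blue) and the 3 IR libraries (red), 1 point per library, with a black line at the group mean. The 3 IR points of miR-18a-5p lie below all 3 sham points, and miR-667-5p is at 0 in all 3 sham libraries.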

The top three genes that were significantly upregulated in IR models (miR-667-5p, miR-329-5p, and miR-540-3p) and the top three genes that were significantly downregulated in IR injury models (miR-335, miR-18a-5p, and miR-20b-5p) obtained through the high-throughput sequencing experiment were then validated using qPCR using specific primers (Figure 3 and Table 1). Out of the three genes identified as upregulated in the high-throughput sequencing experiment, rno-miR-540-3p displayed significant upregulation in the IR model (I/R model) when validated using qPCR as observed in the high-throughput sequencing study while miR-329-5p and miR-667-5p of IR models did not show significant changes in their expression pattern when compared to sham models (sham) (Figure 3(a)), whereas for the genes identified to be downregulated in the high-throughput sequencing experiment, rno-miR-335 and rno-miR-18a-5p were significantly downregulated in IR models upon validation with qPCR while miR-20b-5p did not show any significant change in expression when compared to the sham model (Figure 3(a)). rno-miR-540-3p displayed almost a twofold upregulation while rno-miR-335 and rno-miR-18a-5p were downregulated by approximately half a fold.

#### 3.4.2. *In Vitro* System to Demonstrate Ischemia Reperfusion Injury

An *in vitro* cell-based culture system using rat type II alveolar epithelial (AT2) cells with hypoxia treatment followed by reoxygenation was evaluated for its functional efficiency as ischemic reperfusion model. The *in vitro* alveolar cells treated for simulating IR model were compared with normal alveolar cells and evaluated for the expression pattern of those miRNAs identified using the high-throughput sequencing studies by using qPCR (Figure 3).

Out of the three miRNAs identified as upregulated in the high-throughput sequencing experiment, rno-miR-540-3p and rno-miR-667-5p showed more than 1.5-fold upregulation in hypoxia/reoxygenation (H/R model)-treated alveolar cells when compared to alveolar cells cultured in normal conditions (Figure 3(b)), whereas rno-miR-329-5p of H/R-treated cells did not show significant changes in the expression pattern when compared to normal cells (normal) (Figure 3(b)). In the case of miRNAs identified to be downregulated in high-throughput sequencing experiment, rno-miR-18a-5p was significantly downregulated in the H/R *in vitro* model (Figure 3(b)), while rno-miR-335 and rno-miR-20b-5p did not show any significant change in expression when compared to normal cells (Figure 3(b)).

### 3.5. miR-18a-5p Target Gene Prediction and Gal mRNA Analysis

Of the three downregulated miRNAs that were validated by using both the *in vivo* and *in vitro* model of ischemic reperfusion injury, rno-miR-18a-5p showed a consistent reduction on IR as compared to sham model. So far, there are no reports on the role of rno-miR-18a-5p in ischemic reperfusion especially in the lung. Thus, the novel role of this miRNA was followed in this study. As miRNAs are known to target mRNAs leading to their translation repression, the next aim was to look at the mRNAs that are targeted by this miRNA. From the miRNA sequencing results and target gene analysis (Supplementary Table S2), it is known that rno-miR-18a-5p targeted 13 genes, of which 8 are upregulated and Galanin (Gal) was found to be significantly upregulated. Gal is a known neuropeptide found in most parts of the brain and in the peripheral nervous system [33]. It is known to play a role in secretion of hypothalamic-pituitary hormones and nociception and controls the sleep cycle [21]. Gal expression has shown to undergo ischemia-related increase in the hippocampal neurons and protects these neurons from damage by opening up potassium channels [33]. Similarly, treatment with Gal fragments increased the cell viability and inhibited cell apoptosis and excessive mitochondrial ROS in cardiomyoblasts exposed to hypoxic stress [20, 34]. Hence, Gal was a valid candidate for our study of lung ischemic reperfusion. Additionally, there are no known reports of miRNA-mediated Gal mRNA translation regulation. Thus, the regulation of Gal expression via rno-miR-18a-5p under lung ischemic reperfusion was assessed. For the same, the expression of Gal mRNA on ischemic reperfusion in the rat lung tissue and from the H/R model of AT2 cells was evaluated (Figure 4). A statistically significant increase in the levels of Gal mRNA in the IR lung tissue as compared to the sham model when normalized against the housekeeping GAPDH mRNA was observed (Figure 4(a)). Similarly, an increase in the expression of Gal mRNA in the H/R-treated AT2 cells as compared to the WT cells was observed (Figure 4(b)). To assert the role of rno-miR-18a-5p in regulating the levels of Gal mRNA, the levels of rno-miR-18a-5p were perturbed by either overexpressing the mimics or inhibitor of rno-miR-18a-5p during H/R *in vitro* model of AT2 cells. The levels of rno-miR-18a-5p were evaluated by qPCR in all the conditions, and the levels were significantly higher in the presence of the mimics and significantly lower in the presence of the inhibitor (Figure 4(c)). The levels of Gal mRNA were then assessed in the presence of the rno-miR-18a-5p mimics or inhibitor. The levels of Gal mRNA decreased in the presence of mimics even on H/R conditions. Interestingly, the levels of Gal mRNA increased in the presence of inhibitor and H/R conditions as compared to control conditions (Figure 4(d)) thus implying a role of rno-miR-18a-5p in H/R-mediated increase in Gal mRNA expression. Furthermore, miRNA inhibitor and mimics were transfected into AT2 cells in normoxic environment, and the expression of Gal mRNA and protein in the rno-miR-18a-5p mimic group decreased, while the result in the inhibitor group was opposite to that in the mimic group (Figures 4(e) and 4(f)). The association Gal mRNA and rno-miR-18a-5p was studied by analyzing the 3′UTR of the Gal mRNA for miRNA binding sites (described in Materials and Methods). A perfect complementarity was observed in the seed region of the miRNA (2-7 nt) and the 3′UTR region of Gal mRNA. Luciferase constructs containing the 3′UTR with or without miRNA binding site mutation were transfected in the HEK293T cells along with rno-miR-18a-5p mimics. A reduced luciferase activity was observed in the presence of the miR-18a-5p mimics as compared to control mimics. Corroborating this result, no change in the luciferase activity was observed when the mutant form of 3′UTR was used as compared to the mutant mimic control (Figure 4(g)).

### 3.6. Role of Gal in Ischemia Reperfusion-Mediated ROS Generation and Apoptosis

Pulmonary ischemia reperfusion often leads to the increase of ROS in lung tissue, which can lead to apoptosis. We observed that overexpression of Gal inhibited the level of ROS and alleviated the increase of ROS induced by hypoxia reoxygenation (Figures 5(a)). Apoptosis was detected by Annexin V-FITC-PI staining through flow cytometry assay. The results showed that the level of apoptosis was consistent with the increase of ROS; overexpression of Gal inhibited the apoptosis induced by H/R (Figures 5(b) and 5(d)). By detection of caspase-3, caspase-8, and caspase-9, the key molecules of Gal-related apoptosis signaling pathway by western blot, we found that the expression of caspase-3, caspase-8, and caspase-9 was decreased after Gal overexpression (Figure 5(f)). Moreover, we detected the proliferation of AT2 cells at 0, 24, 48, and 72 hours by CCK8 assay. The results showed that overexpression of gal promoted the growth of AT2 cells and alleviated the inhibition of H/R on cell viability (Figure 5(e)).

### 3.7. Role of miR-18a-5p in IR-Mediated Apoptosis

Ischemia reperfusion injury is known to cause inflammation and generation of ROS leading to cell death [35–37]. The cell proliferation response to H/R was studied in the AT2 in the presence of rno-miR-18a-5p mimics or inhibitor (Figure 6(a)). Using the CCK8 cell proliferation kit, the absorbance gradually reduced when AT2 cells were treated with H/R as compared to no treatment (normal). This reduction was accentuated in the presence of rno-miR-18a-5p mimics but abrogated and recovered to the normal levels when rno-miR-18a-5p inhibitor was used. To ascertain the cause of reduced cell proliferation, cells treated with H/R and rno-miR-18a-5p mimics or inhibitor were stained with Annexin V and PI. While H/R treatment leads to the increase in the percent of early and late apoptotic cells as compared to no treatment (normal), the overexpression of rno-miR-18a-5p mimics further increased this percentage of apoptotic cells (Figures 6(b) and 6(c)). Interestingly, the overexpression of rno-miR-18a-5p inhibitor reduced the percentage of apoptotic cells even after treatment with H/R (Figures 6(b) and 6(c)), implying a causative role of rno-miR-18a-5p in mediating apoptosis and cell death due to H/R.

### 3.8. Role of miR-18a-5p in Ischemia Reperfusion-Mediated ROS Generation

A decrease in the rate of cell proliferation and an increase in the apoptotic cell number on H/R were observed (Figure 6) which would be due to the ROS generation in the H/R-treated cells. To check the same, a fluorogenic dye DCFH-DA was used to probe ROS molecules in AT2 cells treated with H/R and in the presence of rno-miR-18a-5p mimics or inhibitor (Figure 7). Flow cytometric analysis showed that H/R treatment increased the ROS-positive cells as compared to no treatment, whereas overexpression of rno-miR-18a-5p mimics further increased this number. Intriguingly, rno-miR-18a-5p inhibitor led to reduction in the ROS-positive cells even after treatment of H/R, implying a role of rno-miR-18-5p in ROS generation (Figures 7(a) and 7(b)).

### 3.9. Role of miR-18a-5p in Calcium Overload and Nrf2 Localization

Ischemic reperfusion is known to lead to intracellular calcium accumulation and ROS generation leading to activation of the proapoptotic pathways [36–39]. Through flow cytometric analysis, it was shown that IR leads to ROS generation and increase in apoptosis (Figures 5–7). Next, the levels of calcium and apoptotic proteins after H/R treatment in AT2 in the presence of rno-miR-18a-5p mimics or inhibitor were assessed (Figure 8). Fluo-4 AM dye was used to probe for intracellular calcium in AT2 cells after H/R treatment with rno-miR18a-5p mimics or inhibitor. The cells showed increased fluorescence on H/R treatment which further increased on overexpression of rno-miR-18a-5p mimics but decreased on overexpression on rno-miR-18a-5p inhibitor (Figure 8(a)) clearly suggesting a role of rno-miR-18a-5p in calcium overload in the cells post-H/R treatment.

To study the effect on the apoptotic proteins, Bcl-2 and BAX, immunoblotting analysis was done for these proteins after treatment of AT2 cells with H/R and in the presence of rno-miR-18a-5p mimics or inhibitor. H/R treatment leads to increase in the protein levels of GAL (Figure 8(b)) which corroborates with the increase in Gal mRNA levels (Figure 8(b)), but also show an increase in the proapoptotic protein BAX (Figure 8(b)). While the levels of GAL protein are reduced in the presence of miR-18a-5p mimics, the levels of BAX stay high as compared to control cells (WT). Interestingly, the levels of Bcl-2, antiapoptotic protein, are reduced on H/R treatment and go further lower on overexpression of rno-miR-18a-5p mimics. The presence of miR-18a-5p inhibitor during the H/R treatment increases the level of GAL more than that of just the H/R treatment, whereas the levels of both BAX and Bcl-2 are brought back to the WT levels when miR-18a-5p inhibitor is used during the H/R treatment. Thus, miR-18a-5p clearly plays a role in mediating an apoptotic response to ischemia reperfusion.

To elucidate the transcriptional role in the anti-inflammatory response and the change in miRNA expression, we decided to look at the Nrf2/ARE (antioxidant responsive element) pathway, which is known to be activated during oxidative stress [40, 41]. Nrf2 is a cytoplasmic protein, but upon increase in cellular ROS, it is known to be localized to the nucleus and activates the transcription of cytoprotective genes [42–44]. Thus, the localization of Nrf2 was observed on H/R treatment in the AT2 cells by confocal microscopy (Figure 8(c)). The localization of Nrf2 to the nucleus increased on H/R treatment, but it increased further in the presence of miR-18a-5p mimics. The increase of Nrf2 in the nucleus of the AT2 cells was blocked when the miR-18a-5p inhibitor was used during the H/R treatment. This thus indicates the role of miR-18a-5p in Nrf2-mediated transcription activation in response to ischemia reperfusion.

## 4. Discussion

Ischemia reperfusion injury (IRI) is commonly occurring pathological condition post organ transplantation. Lung IRI is known to occur after lung transplantation or cardiac bypass surgery, because both the surgeries require blocking of blood supply for up to 60 minutes and then reintroduction of the blood supply. This lack of blood and then reperfusion cause the tissue to experience dearth of oxygen leading to downstream signaling activating a severe inflammatory response. This inflammatory response leads to injury to the tissues causing cell death and organ failure [4, 45]. Yet, the pathogenesis and mechanistic insights of lung ischemia reperfusion injury are far less known. Thus, it becomes important to understand the molecular mechanism and cellular signaling involved in the process of lung ischemia reperfusion injury.

To study lung IRI, we established a rat model system. As reported, lung IRI leads to downstream activation of several kinases such as MAPK, c-Jun terminal kinases, and p38, thus promoting the secretion of several proinflammatory cytokines such as tumor necrosis factor-*α* [22, 46]. TNF-*α* is known to be the earliest inflammatory mediator that regulates the expression of various inflammatory factors such as IL-1*β* and IL-6 and plays a major role in the system's stress response. In our study, we observed an increase of proinflammatory molecules such as TNF-*α*, IL6, and IL-18 (Figures 1(a)–1(c)). IL-18 plays an important role in apoptosis and inflammatory diseases together with caspase-1. This proinflammatory response in our rat model suggests a successful establishment of lung injury on ischemia reperfusion. To further validate the establishment of lung injury, we looked at the histology of the lung tissue by hematoxylin and eosin staining. As demonstrated by other groups [24, 47], the histology sections of IR-induced rat lungs showed characteristic observations such as vascular congestion, thickening of alveolar septa, pulmonary edema, red blood cells, and inflammatory infiltrate that are specific to IR injury. All of the above variables were observed in our lung model, confirming lung tissue injury upon ischemia reperfusion (Figures 1(d) and 1(e)).

Recent findings have attributed a key role to miRNAs in the pathophysiology of ischemia reperfusion injury. miRNAs do so by altering the expression levels of genes involved in response to ischemia reperfusion [30]. Several important miRNAs have been studied in pulmonary disorders, ischemia reperfusion injury, and solid organ transplantation [30, 48, 49]. Unbiased approach to study miRNAs involved in ischemia reperfusion has been done in heart and renal tissues [26, 50] but not many high-throughput studies are done from the lung tissue, an organ known to be affected in most of the transplantation surgeries. Thus, we performed high-throughput analysis of miRNAs from rat lung model to establish the signature of miRNAs involved in ischemia reperfusion-mediated inflammatory response and subsequent injury.

Our high-throughput data shows that 69 miRNAs show significant deviation from the sham model. Of these, 43 miRNAs show significant upregulation and 26 miRNAs show significant downregulation as compared to the sham model (Figures 2(b) and 2(c)). As this analysis was done from the rat lung tissue, it reflected the miRNA expression status in the lung tissue in response to ischemia reperfusion-mediated signaling. From studies, we know that miRNAs can bring about translation repression of its target mRNAs; the differentially regulated miRNAs can lead to changes in the expression levels of several of target mRNAs [51–54]. It can be speculated that downregulation of certain miRNAs in the lung IRI would lead to translation upregulation of their target mRNAs and synthesis of new proteins required in immune and inflammatory response. On the other hand, upregulation of certain miRNAs would lead to inhibition of translation of several of the target mRNAs required for cell proliferation and cell survival [55–57]. Various miRNAs are known to be upregulated on acute lung injury such as miRNA-21 and miRNA-32-3p, whereas some are shown to be downregulated such as miR-155, let-7, and miR-146, all of them involved in inflammatory and TGF-*β* signaling miRNA gene networks. miRNA 127 that is downregulated on bleomycin-induced lung injury is known to target Fc receptor for IgG (IgG Fc*γ*RI-CD64), receptor part of clearance of immune complexes and proinflammatory cytokine release systems [49]. Another important study showed the role of miRNA-16 in hyperoxia leading to pulmonary edema (REF). On hyperoxia, levels of miRNA-16 dropped leading to increased expression of serotonin transporters [58]. Additionally, these miRNAs can be used as potential biomarkers in diagnosing inflammatory response in patients that have undergone transplantations. The detection of miRNAs can be used for timely interventions of medication in cases of rejection or organ failure.

Further, the validation of the top miRNAs was carried out by qPCR using specific primers for each of the selected miRNAs (Table 1). For the validation, both *in vivo* and *in vitro* systems were used. qPCR validation from the rat lung tissue sample which underwent ischemia reperfusion corroborated well with the high-throughput results (Figure 3(a)). The *in vitro* model was established with the rat type II alveolar cells that underwent hypoxia and reoxygenation, mimicking ischemia reperfusion in the lung tissue. qPCR for miRNAs from these cells also showed the same trend as that of the *in vivo* model (Figure 3(b)). Out of the six miRNAs that were validated by qPCR, rno-miR-18a-5p showed a consistent and significant downregulation upon IR or H/R. miRNA-18a-5p has been shown to be downregulated in the plasma of patients with acute heart failure and produced in cortical bone stem cells in response to heart injury [59, 60]. While there are no studies on the role of this miRNA in lung injury, our study for the first time provides a novel miRNA candidate that plays a role in lung ischemia reperfusion injury.

The role of miR-18a-5p in mediating the response to IR was characterized. Firstly, the gene targeted by this miRNA was found by prediction and site mutagenesis analysis. Gal mRNA was found to be a valid target of miR-18a-5p and is upregulated on IR, both at the mRNA level (Figures 4(a) and 4(b)) and at the protein level (Figure 8(b)). Mutation in the miR-18a-5p binding site of the 3′UTR of the Gal mRNA does not affect the translation efficiency of the luciferase construct harboring this 3′UTR, providing evidence of the interaction with miR-18a-5p and leading to translation suppression. Gal is a 29-30 aa long neuropeptide, widely distributed in the central and peripheral nervous system [33]. Such an increase in Gal expression is also observed in neurons of the hippocampal hilar region that underwent IR. Gal is known to activate potassium channels, which hyperpolarize the neurons, inhibiting glutamate-mediated neurotoxicity [61]. While Gal binds to three G-protein-coupled receptor subtypes (GalR1, R2, and R3), its neuroprotective and proliferative effect is known to be carried downstream of GalR2 [62–64]. On IR in the rat lung tissue, due to the decrease in the levels of miR-18a-5p, the translation of Gal mRNA increases leading to increased protein production. Thus, it can be speculated that newly synthesized Gal in the lung tissue is secreted and activates the GalR2 receptor leading to the activation of pathways that promote cell survival and proliferation (Figure 9). GalR2 activation can in turn activate the potassium channels and lead to balancing of intracellular ions and leading to ATP stability and mitochondrial health [65].

In order to elucidate the molecular mechanism orchestrating downstream of ischemia reperfusion injury, we looked at various markers of cellular stress such as ROS generation, cell survival and apoptosis, expression of apoptotic markers such as Bcl-2 and BAX, and Ca^2+^ accumulation [66, 67]. We observed a reduction in cell viability on H/R treatment in AT2 cells (Figure 6(a)) which can then be attributed to apoptosis as shown in Figures 6(b) and 6(c). Intriguingly, the apoptotic effects of H/R can be accentuated by the overexpression of miR-18a-5p mimics or diminished by inhibiting miR-18a-5p by inhibitor (Figure 6). Thus, the grasp of miR-18a-5p levels on the cellular phenotype during H/R can be credited to the expression levels of Gal, with increased levels of Gal, showing cytoprotective effect and increasing cell proliferation. This cytoprotective effect is also seen via ROS levels, Ca^2+^ accumulation, and the levels of apoptotic proteins on treatment with H/R and in the presence of miR-18a-5p mimics and inhibitor (Figures 6 and 7). miR-18a-5p not only regulates the levels of ROS and Ca^2+^ in the cells but also the apoptotic response via proteins Bcl-2 and BAX. Thus, these results point towards the intrinsic proapoptotic pathway [68] that is activated on H/R and the levels of miR-18a-5p regulate this pathway through controlling the levels of Gal expression (Figure 8).

An exciting observation was that the localization of transcription factor, Nrf2, was also dependent on the levels of miR-18a-5p. Nrf2 is a master regulator of cytoprotective genes and is known to be held up in the cytoplasm by Kelch-like ECH- associating protein 1 (Keap1). The Nrf2-Keap complex is sensitive to the cellular ROS levels and on oxidative stress gets rapidly accumulated in the nucleus. It heterodimerizes with small protein Maf and binds to the ARE promoter region of the Nrf2 target genes [40]. Remarkably, Nrf2 is also known to inhibit the transcription of miRNAs such as miR1 and miR206 during tumorigenesis [69]. Hence, it can be speculated that during the initial stages of reperfusion, the increase in cellular ROS drives Nrf2 into the nucleus leading to the activation of anti-inflammatory genes but inhibition of the miR-18a gene (Figure 8). This leads to the buildup of Gal through increased translation, which then further activates cell survival and proliferative pathways through GalR2. Exactly how Gal leads to cytoprotection and recovery from IR injury would be the subject of future research. In conclusion, we have opened a new arena by profiling miRNA levels on a global scale from rat lung IR model bringing miRNAs and their regulation of translation in the spotlight, especially through the example of miR-18a-5p/Gal mRNA which can be important for further mechanistic studies and therapeutic interventions.

## 5. Conclusions

In this study, we have provided insights into the molecular mechanism of the response to lung ischemic reperfusion. To start with, we enumerate the microRNAs that are differentially expressed on rat lung ischemic reperfusion injury as compared to untreated rat lung tissue. Six of the differentially expressed miRNAs were validated in *in vivo* and *in vitro* models, out of which miR-18a-5p showed consistent downregulation in both models on IR. We discovered that miR-18a-5p targets the neuropeptide Galanin mRNA and suppresses its translation. But the levels of miR-18a-5p are reduced on IR which leads to the increase in Galanin mRNA translation and protein production. Additionally, miR-18a-5p regulates the cellular ROS levels which in turn affect the cytosolic Ca^2+^ levels and apoptosis. The localization of transcription factor Nrf2 into the nucleus is also affected by the levels of miR-18a-5p. Thus, by regulating the levels of miR-18a-5p, IR leads to activation of both proapoptotic pathways which gets balanced by cytoprotective pathways activated by Galanin neuropeptide, potentially leading to survival. This study highlights the role of miRNAs in response to lung ischemic reperfusion injury, not reported earlier in the field.

## Figures and Tables

**Figure 1:**
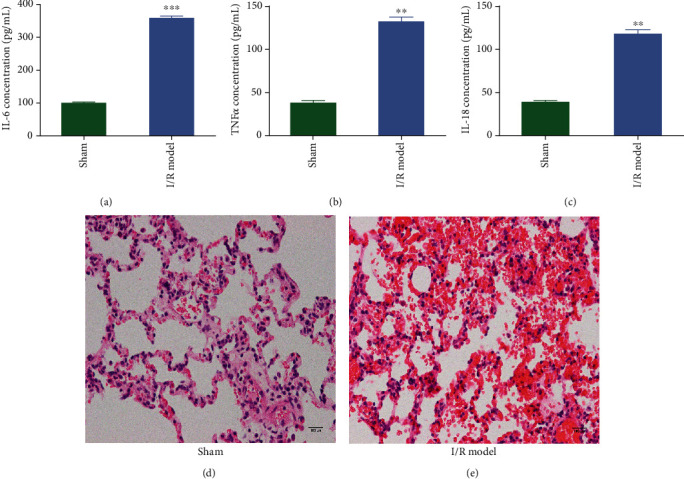
Proinflammatory response and injury in rat model of IR. Quantitative analysis of proinflammatory molecules (a) interleukin-6 (IL-6), (b) tumor necrosis factor-alpha (TNF-*α*), and (c) interleukin-18 (IL-18) from sham-operated (sham) or ischemia reperfusion (I/R model) rat serum using ELISA. Values were quantified based on a standard obtained with known concentrations of each molecule (*n* = 3, ±SEM, ^∗^*P* < 0.05). (d) Representative histological section of hematoxylin and eosin- (H&E-) stained lung tissue from sham-operated (sham) rat models. (e) Representative histological section of hematoxylin and eosin- (H&E-) stained lung tissue from ischemia reperfusion (I/R model) treated rat models.

**Figure 2:**
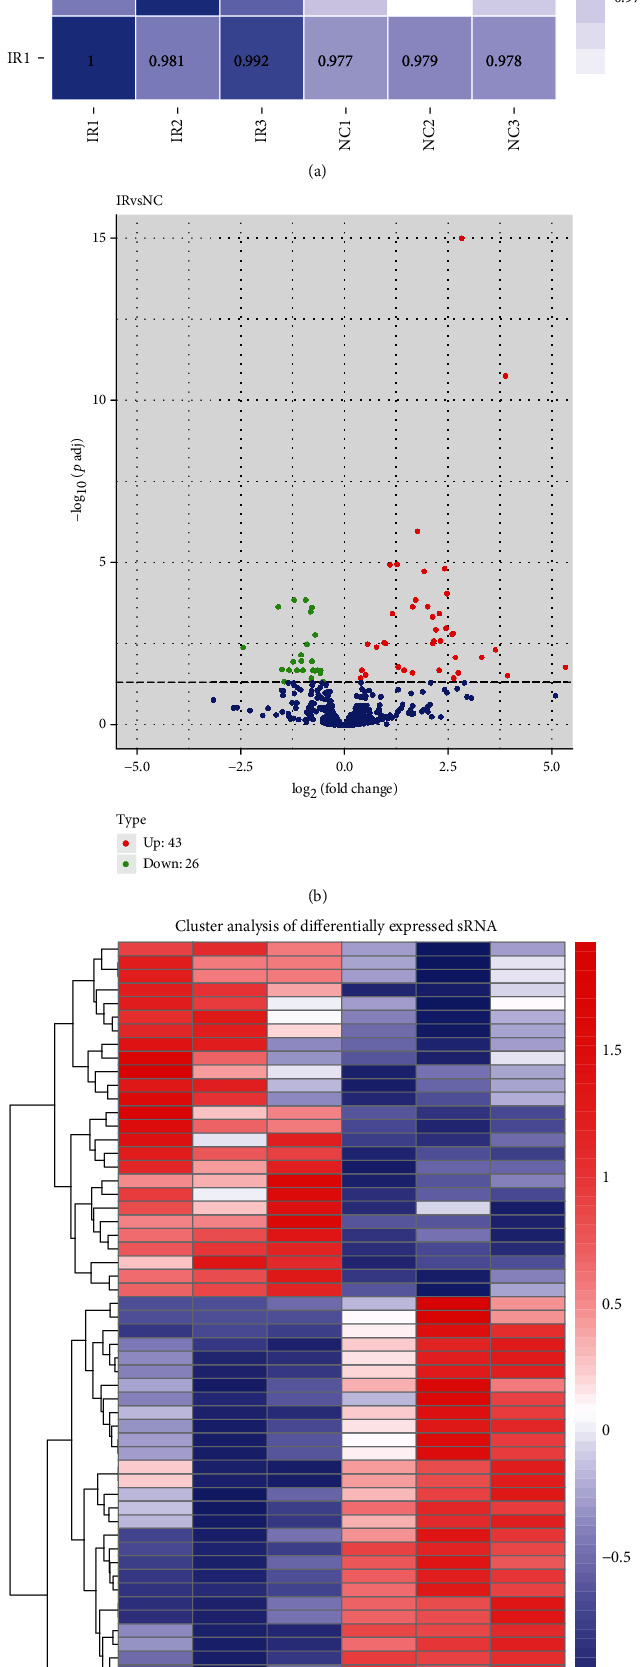
High-throughput analysis of differentially expressed miRNA in NC vs. IR rat models. (a) Pearson's correlation analysis between all six set of samples (NC 1-3, IR 1-3) used for high-throughput sequencing of miRNAs. (b) Volcano plot showing the distribution of miRNAs that are significantly upregulated (red) and downregulated (green) or showed no change (blue) on ischemia reperfusion (IR) as compared to sham-operated (NC) rat models. (c) Hierarchical clustering of miRNAs vs. samples where rows represent the clustering of miRNAs and columns represent the clustering of samples. As the miRNA abundance ratio changes from small to large, the heat map color shows a corresponding red-white-blue change.

**Figure 3:**
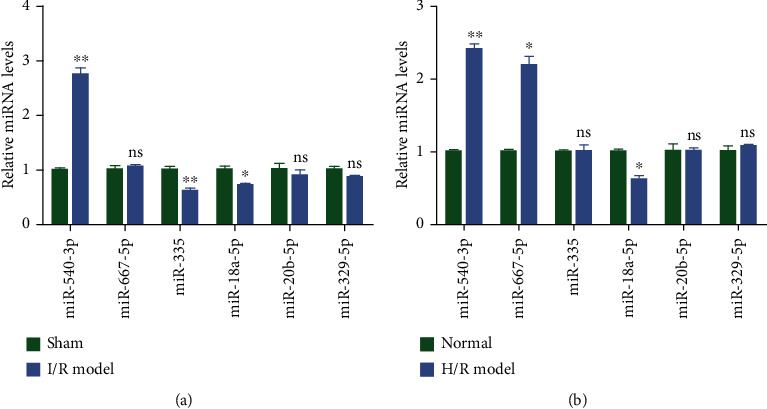
Validation of differentially expressed miRNAs by qPCR in rat model and *in vitro* of IR. (a) Quantitative validation of top three upregulated and three downregulated miRNAs by qPCR from rat lung tissue with ischemia reperfusion (I/R model) or sham operation (sham) for rno-miR-540-3p, rno-miR-329-5p, rno-miR-667-5p, rno-miR-335, rno-miR-18a-5p, and rno-miR-20b-5p. (b) Quantitative validation of top three upregulated and three downregulated miRNAs by qPCR from AT2 cells with hypoxia treatment and reoxygenation (H/R model) or no treatment (normal) for rno-miR-540-3p, rno-miR-329-5p, rno-miR-667-5p, rno-miR-335, rno-miR-18a-5p, and rno-miR-20b-5p. U6 snRNA was used as an internal control. All values are normalized to those obtained from NC or WT samples (*n* = 3, unpaired Student's *t*-test, ±SEM, ^∗^*P* < 0.05).

**Figure 4:**
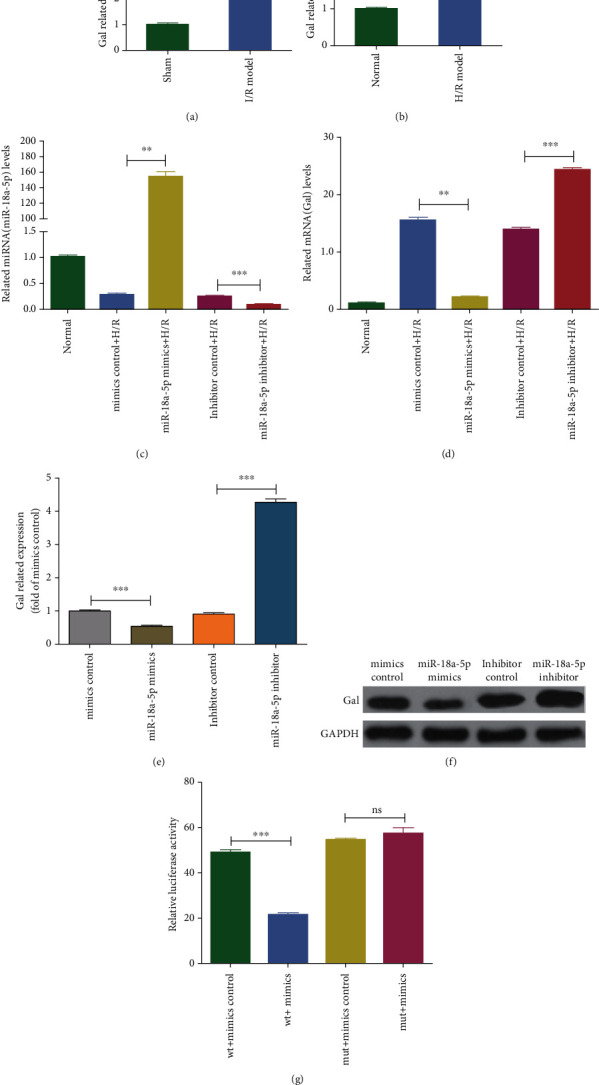
Evaluation of GAL mRNA levels on IR and its association with miR-18a-5p. (a) Quantitative validation of GAL mRNA by quantitative PCR from rat lung tissue with ischemia reperfusion (I/R model) or sham operation (sham). (b) Quantitative validation of GAL mRNA by qPCR from AT2 cells with hypoxia treatment and reoxygenation (H/R model) or no treatment (normal). GAPDH mRNA was used as an internal control. All values are normalized to those obtained from sham or normal samples (*n* = 3, unpaired Student's *t*-test, ±SEM, ^∗^*P* < 0.05). (c) Quantitative analysis of miR-18a-5p levels on treatment of AT2 with hypoxia and reoxygenation (H/R) transfected with miR-18a-5p mimics or inhibitor or no treatment (normal). U6 snRNA was used as an internal control. All values are normalized to those obtained from normal samples. (d) Quantitative analysis of GAL mRNA levels on treatment of AT2 cells with hypoxia and reoxygenation (H/R) in the presence of miR-18a-5p mimics or inhibitor or no treatment (WT). GAPDH mRNA was used as an internal control. All values are normalized to those obtained from normal samples (*n* = 3, unpaired Student's *t*-test, ±SEM, ^∗^*P* < 0.05). (e) Quantitative analysis of GAL mRNA levels on treatment of AT2 cells transfected with miR-18a-5p mimics or inhibitor. GAPDH mRNA was used as an internal control. All values are normalized to those obtained from transfected with mimic control samples (*n* = 3, unpaired Student's *t*-test, ±SEM, ^∗^*P* < 0.05). (f) Representative western blotting images for Gal transfected with miR-18a-5p mimics or inhibitor or respective controls. (g) Quantitative analysis of relative luciferase activity of pmirGLO-GAL-wt or pmirGLO-GAL-mut transfected in HEK293T cells in the presence of miR-18a-5p mimics (*n* = 3, unpaired Student's *t*-test, ±SEM, ^∗^*P* < 0.05).

**Figure 5:**
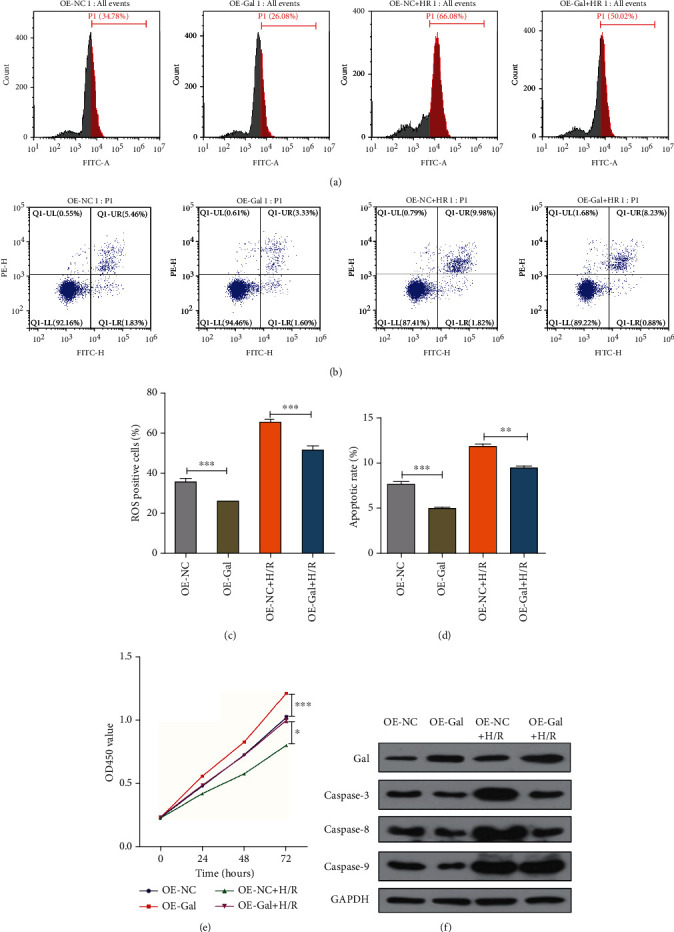
The role of Gal in lung injury induced by hypoxia/reoxygenation. (a, c) Flow cytometry of rat AT2 surface probed with dye DCFH-DA for detection of ROS. (b, d) Flow cytometry of rat AT2 cells with Annexin V-FITC-PI for detection of apoptosis (*n* = 3, unpaired Student's *t*-test, ±SEM). (e) Cell proliferation analysis from 0 h up to 72 h for rat AT2 cells treated with hypoxia/reoxygenation and with vector for overexpression of Gal. (f) Detection of Gal, caspase-3, caspase-8, and caspase-9, the key molecules of Gal-related apoptosis signaling pathway by western blot in rat AT2 cells transfected with miR-18a-5p mimics or inhibitor or respective controls.

**Figure 6:**
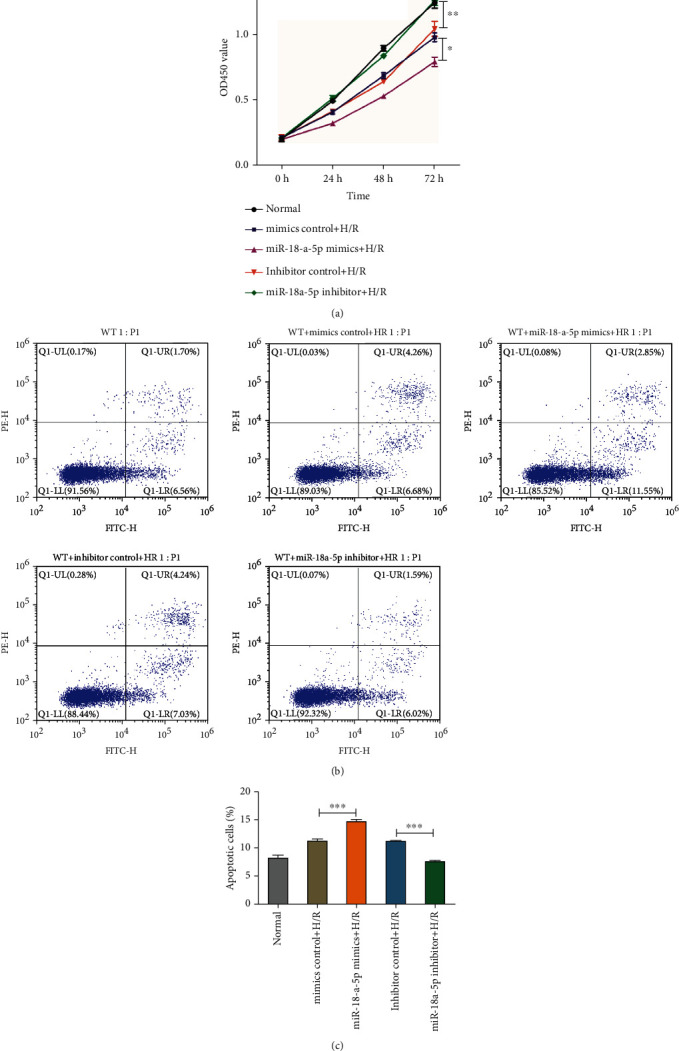
Effect of hypoxia/reoxygenation and rno-miR-18a-5p on cell proliferation and apoptosis. (a) Cell proliferation analysis from 0 h up to 72 h for AT2 cells treated with hypoxia/reoxygenation and with miR-18a-5p mimics and inhibitor. (b) Panels 2 and 3 show the profiles of AT2 cells costained with FITC-Annexin V and propidium iodide for no treatment (WT), hypoxia/reoxygenation (H/R) transfected with mimics control or with miR-18a-5p mimics. Panels 4 and 5 show the profile for cells costained with FTCI-Annexin V and propidium iodide hypoxia/reoxygenation (H/R) transfected with inhibitor control or with miR-18a-5p inhibitor. (c) Quantitative analysis of the percent apoptotic cells (early+late) from the FITC-PI profiles after treatment with hypoxia/reoxygenation, in the presence of miR18a-5p mimics and inhibitor (*n* = 3, unpaired Student's *t*-test, ±SEM).

**Figure 7:**
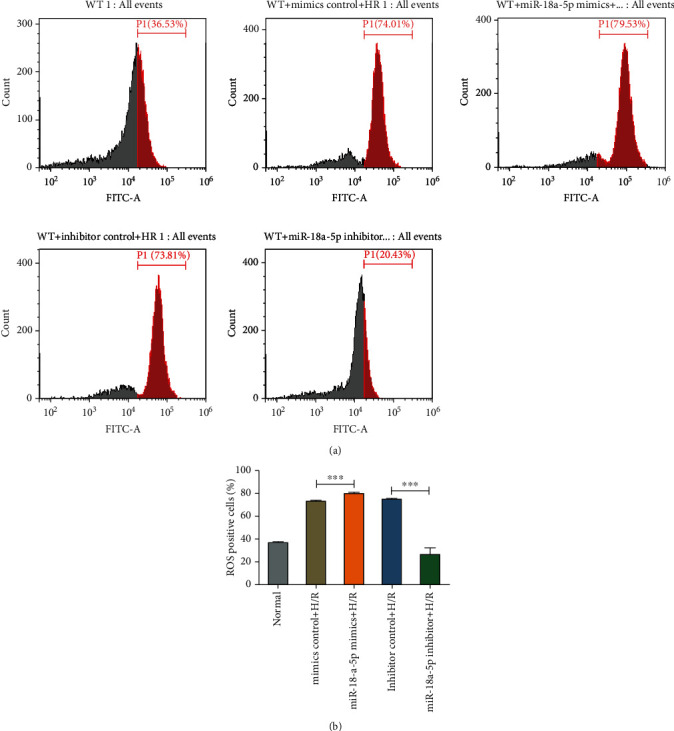
Effect of hypoxia/reoxygenation and miR-18a-5p on ROS generation. (a) Flow cytometry of rat AT2 surface probed with dye DCFH-DA for detection of ROS. Middle panels show the ROS-positive cells (red histogram) treated with hypoxia/reoxygenation (WT+H/R) and transfected with miR-18a-5p mimics. Lower panels show the ROS-positive cells and treated with hypoxia/reoxygenation (WT+H/R) and transfected with miR-18a-5p inhibitor. (b) Quantitative analysis of ROS-positive cells obtained from the flow cytometric assay for AT2 cells treated with hypoxia/reoxygenation (H/R) and transfected with miR-18a-5p mimics or inhibitor (*n* = 3, unpaired Student's *t*-test, ±SEM).

**Figure 8:**
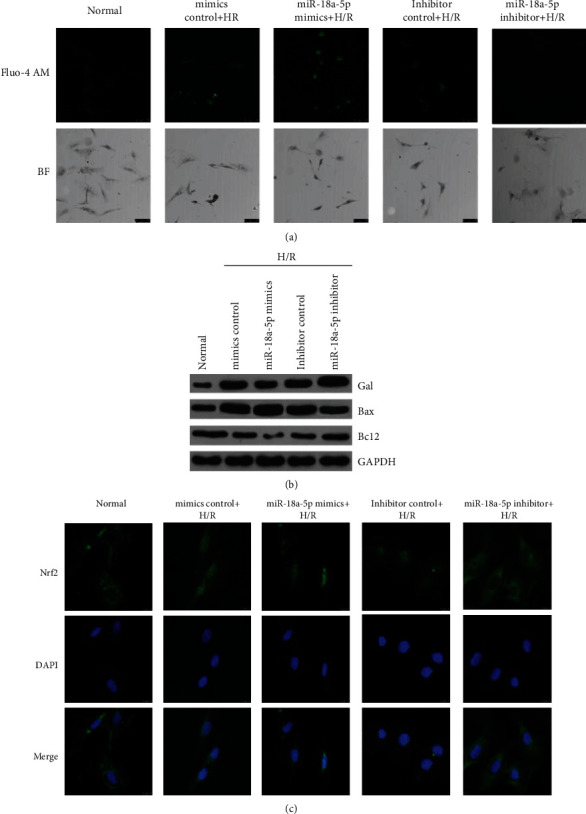
Effect of hypoxia/reoxygenation and rno-miR-18a-5p on intracellular calcium, apoptotic proteins, and localization of Nrf2. (a) Representative confocal images of intracellular calcium probed by Fluo-4 AM dye for AT2 cells treated with hypoxia/reoxygenation and transfected with miR-18a-5p mimics or inhibitor or respective controls. The lower panels are brightfield images of the same field as of the confocal images. (b) Representative western blotting images for Gal, Bax, Bcl2, and GAPDH for AT2 cells treated with hypoxia/reoxygenation and transfected with miR-18a-5p mimics or inhibitor or respective controls. (c) Representative confocal images of AT2 cells for transcription factor Nrf2 and nuclear marker DAPI, after treatment with H/R and transfected with miR-18a-5p mimics or inhibitor or respective controls.

**Figure 9:**
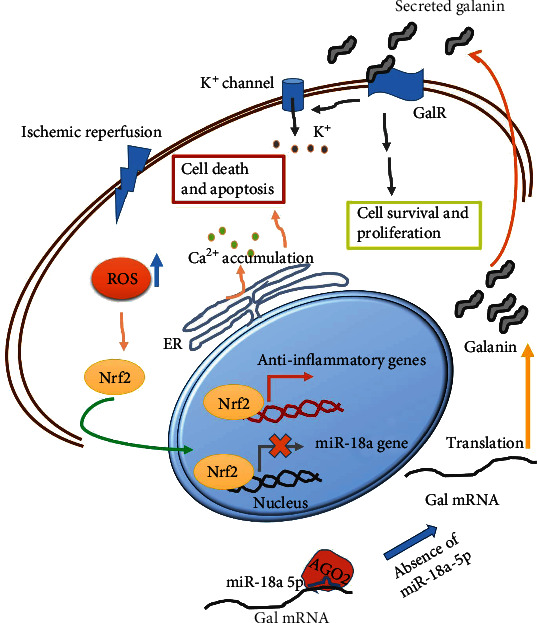
Model depicting the molecular pathways activated on ischemic reperfusion and the antioxidant protective mechanism via increased synthesis of Galanin.

**Table 1:** List of primers used for quantitative analysis of miRNAs.

Primer name	Base sequence (5′-3′)
U6 F	CTCGCTTCGGCAGCACA
U6 R	AACGCTTCACGAATTGTGCGT
rno-miR-667-5p RT	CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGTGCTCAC
rno-miR-667-5p F	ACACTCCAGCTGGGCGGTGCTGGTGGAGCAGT
rno-miR-329-5p RT	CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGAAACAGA
rno-miR-329-5p F	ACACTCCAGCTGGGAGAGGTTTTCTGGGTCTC
rno-miR-540-3p RT	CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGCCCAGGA
rno-miR-540-3p F	ACACTCCAGCTGGGAGGTCAGAGGTCGATC
rno-miR-335 RT	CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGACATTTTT
rno-miR-335 F	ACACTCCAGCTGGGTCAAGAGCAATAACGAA
rno-miR-18a-5p RT	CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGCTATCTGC
rno-miR-18a-5p F	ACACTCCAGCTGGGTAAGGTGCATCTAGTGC
rno-miR-20b-5p RT	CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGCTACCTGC
rno-miR-20b-5p F	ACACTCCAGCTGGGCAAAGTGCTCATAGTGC
R universal primer	TGGTGTCGTGGAGTCG

**Table 2:** List of kits used for detection of ELISA.

Name	Brand	Item no.
Rat IL-6 ELISA kit	Dr. Biology	EK0412
Rat IL-18 ELISA kit	Dr. Biology	EK0592
Rat TNF-*α* ELISA kit	Dr. Biology	EK0526

**Table 3:** List of miRNAs selected for qPCR validation.

No.	Name	Sequence (5′-3′)	Up/down
1	rno-miR-667-5p	CGGUGCUGGUGGAGCAGUGAGCAC	Up
2	rno-miR-329-5p	AGAGGUUUUCUGGGUCUCUGUUUC	Up
3	rno-miR-540-3p	AGGUCAGAGGUCGAUCCUGGGC	Up
4	rno-miR-335	UCAAGAGCAAUAACGAAAAAUGU	Down
5	rno-miR-18a-5p	UAAGGUGCAUCUAGUGCAGAUAG	Down
6	rno-miR-20b-5p	CAAAGUGCUCAUAGUGCAGGUAG	Down

## Data Availability

The sequencing data obtained from this study has been uploaded on the Gene Expression Omnibus database (GEO) and the accession number is GSE161520.

How the deposited data were processed for this re-analysis (not part of the article)

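Small RNA from rat lung was measured in 3 IR and 3 sham samples, 1 library each. The authors deposited 1 table with whole read counts per miRNA and library and, beside them, a TPM value for each count. How the authors mapped and assigned the counts is known only in part: the submitters' processing notes name Bowtie, and the genome build, annotation, counting tool, mismatch rule and treatment of reads with several matches are not given in the sources used here. The deposited TPM of each library sum to 1000000 and equal the counts divided by the library's total of listed miRNA reads, with no term for length. Samples were assigned to IR or sham from the sample labels and the paper, and 0 value columns were left without a sample.

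The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. miRNAs were kept by filterByExpr (minimum count 10, minimum total count 15), scaled by TMM (factors 0.867 in sham replicate 3 to 1.06) and tested by edgeR's quasi-likelihood test of IR against sham. The threshold was a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Correlations between libraries used log10(TPM + 1), and their exact permutation test counted all 10 divisions of the 6 libraries into 3 and 3. Ratios of miRNAs under the filter used reads summed over the group with a 95% exact (Clopper-Pearson) interval conditional on their total. For 0 reads a floor of 3 reads over the group was used.

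The median library held 10302473 reads in sham and 6300841 in IR. Tested on simulated counts made from the means and library sizes of IR against sham with 200 miRNAs changed, the quasi-likelihood test called 34 of 62 tested miRNAs changed 2-fold (54.8%) and 61 of 63 changed 4-fold (96.8%), with 4 false calls among 298 unchanged, of 423 tested. With 3 libraries per group a change of 2-fold or less is thus often missed. Changes above 4-fold were also missed in the data. Examples are miR-495 (log2 fold change 2.65, adjusted p = 0.0547 from edgeR's quasi-likelihood test) and miR-409a-5p (2.07, adjusted p = 0.0761). The simulated rates may therefore be too high for the real counts.

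Before the data were examined, the groups, the main test, the alternatives other than 1, the 21 lists and the rule for named miRNAs were fixed. The paper's Table S1 had by then been read, so its values count as seen. The rule names every miRNA the paper names, the 10 largest rises and falls past the threshold with all IR libraries on one side of all sham libraries, and up to 4 of the most abundant members of each list. Not every member that the rule allows is named, and the choice among them was made after their values were seen, as was that of miR-433-3p, miR-18a-3p, miR-29b-5p, miR-3571, miR-3578, miR-3592, miR-369-5p, miR-382-3p, miR-139-5p and miR-330-3p. miR-207, which the paper names, was not analysed here. The lists are the Dlk1-Dio3 cluster, the miR-17~92, miR-106b~25, miR-106a to miR-363 and miR-23/27/24 clusters, the miR-15/16, miR-29, miR-181 and let-7 families, inflammation-responsive and hypoxia-induced miRNAs, and miRNAs typical of erythroid cells, myeloid cells and all leukocytes, lymphocytes, epithelium (miR-200 family), ciliated airway epithelium, endothelium, smooth muscle and fibroblasts, striated muscle, liver and gut epithelium, and neural and neuroendocrine cells. Lists with at least 3 tested miRNAs were tested with fry and camera, adjusted over 20 lists. The order of genes between Dlk1 and Dio3 was taken from the rat annotation GRCr8, and no coordinates were used because the authors' build is not known.

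61 names met the rule for shared reads with another name. Under it their counts differed by at most 5% or 2 reads in every library at a mean of at least 5 reads. Such names may stand for the same molecules. The rule uses counts and not sequences, so some pairs, such as miR-410-3p and miR-485-5p, may match by coincidence at low counts. 8 called miRNAs met the rule with another called miRNA. The alternatives were other scalings (RLE, total counts, TMM without the Dlk1-Dio3 list), no filter or 10 reads in every library, DESeq2, edgeR's likelihood ratio test, limma-voom, limma-trend on log2(TPM + 1), the replicate number as a block, a minimum absolute log2 fold change of 1, an unadjusted p, shared reads counted once, and leaving out each library. For the correlations they were pseudocounts of 0.1 and 10, no transformation, the filtered miRNAs and Spearman's coefficient. Leaving the Dlk1-Dio3 list out of the correlations was added after seeing the data. The qPCR, protein, luciferase and cell culture experiments were not analysed here.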

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

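The tests on cells of other types, on leukocytes, on the miR-17~92 cluster and on the weight of single libraries were chosen only after the result was seen.

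The Dlk1-Dio3 list had 23 higher miRNAs after IR and 25 of the higher miRNAs have a gene between Dlk1 and Dio3, a group of miRNAs that the paper does not discuss as such and that lay above the sham libraries. Cells of another type would bring their own miRNAs. The summed level of the Dlk1-Dio3 list rose by 500.0 normalized CPM (standard error 148.6). That of the striated muscle list changed by -0.128 (standard error 29.4), although its miR-1-3p rose from 12.5 to 31.2. This argues against more cells of striated muscle. The myeloid and pan-leukocyte list changed by -884 (standard error 372) and the lymphocyte list by -629 (standard error 64.7). The paper's histology describes heavy infiltration of inflammatory cells after IR, which these falls do not mirror. The leukocyte lists thus cannot decide whether more leukocytes raised the cluster. With all libraries thinned to 3775663 reads, the list's median log2 fold change was at least 2.06 over 20 draws. In these draws 14 to 19 list miRNAs were higher by edgeR. Thinning keeps each miRNA's expected share of the reads, so the median could hardly fall and does not decide on lower depth. Depth did not follow group, as IR replicate 3 was the deepest library with 11248166 reads. A difference carried by 1 library is argued against by the list's median with 1 library left out. It was lowest at 1.98 (without sham replicate 2). It was 2.29 without IR replicate 3, where 2 list miRNAs were called. With 10 divisions of the 6 libraries a share under 0.05 cannot be reached, and 1 division, the real one, called 23 list miRNAs in one direction against at most 0 in the others by edgeR. A response of the cluster to IR was not tested apart from more cells of other types. The liver and gut epithelium list rose by 642 (standard error 164) and the epithelial miR-200 family by 4375 (standard error 925). The neural and neuroendocrine (1645, standard error 1039), ciliated (672, standard error 1541) and erythroid (-680, standard error 863) lists had errors above the cluster's gain. So did the endothelial (-2046, standard error 9570) and smooth muscle and fibroblast (-1582, standard error 10856) lists. The cluster's sum rose 4.40-fold, against 1.29-fold (miR-200 family), 1.38-fold (neural) and 1.12-fold (ciliated). The erythroid, endothelial and smooth muscle lists were at 0.72-fold, 0.98-fold and 0.99-fold. If a list follows its cells, these folds argue against more cells of these types as the whole cause. The liver and gut list, 2.03-fold on 3 tested miRNAs, stays open, as do kinds of cells within a type. Cells of a type with no list were not tested.

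miR-18a-5p was lower after IR. The median log2 fold change of the myeloid and pan-leukocyte list was -0.70 and that of miR-18a-5p was -1.54 (standard error 0.32). As far as this list follows leukocytes, that argues against a smaller share of them as the whole cause. A difference carried by 1 library is argued against, since the value nearest to 0 with 1 library left out was -1.31 (without sham replicate 3). A fall of the whole miR-17~92 cluster by the same amount is also argued against, since the other 9 tested miRNAs of the cluster had a median of -0.73 (SD 0.46), although the other arm of its hairpin, miR-18a-3p, was at -1.39 (adjusted p = 0.0761 from edgeR) and some members may share reads with related clusters. Its call was nevertheless lost without sham replicate 3, IR replicate 1 or IR replicate 3 (edgeR adjusted p = 0.0650, 0.0531 and 0.0777), and a smaller fall of the cluster as a part of the difference and a loss of some kinds of leukocytes stay open.

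The real division of the libraries called 44 miRNAs and each of the other 9 called 0, and it gave 9 lists past fry where the highest of the others gave 1; in both cases 1 of 10 divisions, the real one, reached the real value, which is too few for a share under 0.05. With an estimated correlation between miRNAs 0 of 20 lists passed camera.

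miR-433-3p, a member of the Dlk1-Dio3 list chosen after its values were seen, is not in the paper's Table S1. Its log2 fold change was 1.89 (standard error 0.41, adjusted p = 0.0230 from edgeR). Over the alternatives that kept all libraries this value ranged from 0.849 to 1.96, and 7 of 10 called the miRNA. The call was lost without sham replicate 1, sham replicate 3, IR replicate 1 or IR replicate 2 (edgeR adjusted p up to 0.108). Without IR replicate 3 miR-433-3p had too few reads to be tested.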

How the results depend on the processing

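Of the alternatives reported here only the correlation without the Dlk1-Dio3 list was chosen after the result was seen. Of 1105 values of 59 named miRNAs under alternatives, direction and side of the threshold were kept in 637 and, with 1 library left out, in 220; 68 and 110 lost the call, 41 and 12 gained it, and 7 and 10 changed sign. Higher and lower miRNAs numbered 19 and 7 with 10 reads in every library (341 miRNAs tested), 59 and 51 at an unadjusted p, 43 and 26 with DESeq2, 42 and 24 with the likelihood ratio test and 33 and 7 with limma-voom; 4 were lower at an absolute log2 fold change above 1. All calls numbered 26 with 10 reads in every library, 34 with that minimum, 69 with DESeq2, 66 with the likelihood ratio test and 110 at an unadjusted p. With 1 library left out, 2 to 40 were higher and 0 to 17 lower (the fewest without IR replicate 3), 2 to 24 of the Dlk1-Dio3 list miRNAs tested in that fit, whose number changes with the filter, were higher and 0 to 8 lists passed fry. With 10 reads in every library 10 Dlk1-Dio3 miRNAs were higher and 4 lists passed. The replicate numbers did not pair the samples (correlations of deviations -0.254, -0.381 and -0.158), and with the number as a block 0 miRNAs were higher and 0 lower by edgeR (45 and 39 at an unadjusted p), 0 Dlk1-Dio3 miRNAs were higher and 0 lists passed. The within-group minus between-group difference in r was 0.00987 with a pseudocount of 0.1, 0.00401 with a pseudocount of 10, 0.0143 untransformed, 0.0106 over the filtered miRNAs, 0.0157 with Spearman's coefficient, 0.00261 without the Dlk1-Dio3 list and 0.00552 to 0.00744 with 1 library left out. The difference in mean r between lower and higher miRNAs was -0.101 to -0.0253 with 1 library left out. miR-133a-3p, at -0.0081, changed sign with TMM without the Dlk1-Dio3 list (0.048), no filter (0.014), 10 reads (0.033), limma-voom (0.042), limma-trend (0.060) and the block (0.036), and was -0.16 to 0.27 with 1 library left out. miR-19b-3p was -0.013 with limma-voom and -0.25 to 0.28 with 1 library left out, which also changed the sign of miR-155-5p (-0.026 to 0.45), miR-146b-5p (-0.0075 to 0.49), miR-342-3p (-0.28 to 0.036) and miR-451-5p (-0.49 to 0.38). The median log2 fold change of the tested miRNAs stayed between -0.07 and 0.06. List tests were not run with DESeq2, the likelihood ratio test or the minimum fold. Apart from the smaller number of miRNAs or libraries, the cause was not tested.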

Differences from the paper's values

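No test in this part was chosen after the result was seen.

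The paper reports 69 altered miRNAs, and 44 were called by edgeR's quasi-likelihood test at an adjusted p under 0.05; the paper's text gives a P value under 0.05 and its Table S1 also lists adjusted values, the largest of which is 0.0470. Of the alternatives set before the data were examined, DESeq2 (69), the likelihood ratio test (66), no filter (54), limma-trend (50), total counts (48) and leaving out sham replicate 2 (57) are within 1.5 times of the paper's number. RLE (42), TMM without the Dlk1-Dio3 list (45), 10 reads in every library (26), limma-voom (40), the replicate block (0), the minimum fold (34), an unadjusted p (110), shared reads counted once (41) and leaving out any other library (2 to 44) are not. The paper reports 26 downregulated miRNAs and 11 were called; DESeq2 (26) and the likelihood ratio test (24) are within 1.5 times, and the other alternatives (0 to 17, and 51 at an unadjusted p) are not. The paper's 43 upregulated miRNAs stand beside 33.

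Of the 69 miRNAs of Table S1, 43 were called, 3 were not tested and 23 did not pass, and all 66 tested had the paper's direction. Of the 26 not called, DESeq2 called 26, an unadjusted p 23, the likelihood ratio test 15, no filter 12, limma-trend 8, total counts 7, TMM without the Dlk1-Dio3 list and limma-voom 2 each, 10 reads and shared reads counted once 1 each, and leaving out 1 library 0 to 5. DESeq2 with default settings called all 69 miRNAs of Table S1 and no others, 43 higher and 26 lower. Its p-values differed from those of Table S1 by at most 0.00381%. The difference between 69 and 44 thus goes with the choice of test and its filter. Among the 6 miRNAs of Table 3, miR-667-5p, miR-329-5p, miR-540-3p and miR-20b-5p were not called; DESeq2 and no filter called all 4, miR-540-3p was also called without sham replicate 1, and miR-20b-5p also with total counts, the likelihood ratio test, limma-trend, an unadjusted p and without sham replicate 2. The log2 fold changes of the 37 named miRNAs that are also in Table S1 and passed the read filter differed from the paper's by at most 0.139, less than their standard errors. For the 3 under the filter, the log2 ratio of summed reads was 5.06 for miR-329-5p (paper 5.32) and 4.00 for miR-540-3p (paper 3.95), both of the paper's values lying within the 95% exact interval, and at least 4.22 for miR-667-5p (paper 7.07).

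The values printed in Fig. 2(a) match the squares of Pearson's r, which were 0.981 to 0.992 within groups and 0.963 to 0.979 between them. The paper states that the downregulated miRNAs resemble each other more than the upregulated ones do. Mean pairwise r was lower for the downregulated set, 0.847 against 0.906, and it was also lower with Spearman's coefficient (difference -0.0738), with the sets of Table S1 (-0.0769) and with shared reads counted once (-0.0565). Both sets were chosen for separating these libraries, so r also rises with the size of the change (median 4.53-fold for the higher and 1.84-fold for the lower set), and the comparison does not decide which set is more alike.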

Other observations

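The correlation between the arms of a hairpin was chosen only after the values were seen.

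The endothelial miR-126 list had 0 of 3 miRNAs called by edgeR and a median log2 fold change of -0.0105, ciliated airway epithelium 0 of 6 and -0.0154, and the neural and neuroendocrine list 0 of 6 and 0.45; 0 miRNAs of these lists were called at an unadjusted p or with DESeq2. Of the striated muscle list 1 of 7, miR-1-3p, was higher and the median was -0.01, with miR-133a-3p at -0.0081 and miR-206-3p at -0.47; miR-133a-3p was at 0.048 under TMM without the Dlk1-Dio3 list. The myeloid and pan-leukocyte list had 0 of 4 called (1 lower adjusted over the list alone and with DESeq2, 2 at an unadjusted p) and a median of -0.70, with miR-142-3p at -0.67, miR-142-5p at -0.61 and the neutrophil miR-223-3p at -0.78 (fry adjusted p = 0.121). The erythroid list had 0 of 4 called (0 with DESeq2, 2 lower at an unadjusted p) and a median of -0.93, with miR-144-3p at -1.31, miR-486 at -1.09 and miR-451-5p at -0.20 (fry adjusted p = 0.468); miR-486 was at -0.48 without sham replicate 3. Sham libraries spread widely in these, with 2434 ± 1453 normalized CPM of erythroid miRNAs in sham and 1754 ± 352.7 after IR (SD, n = 3 each).

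Of the inflammation-responsive list 1 of 11, miR-146a-5p, was lower and 0 were higher (2 lower and 0 higher with DESeq2, 3 lower and 2 higher at an unadjusted p), with a median of -0.19 (fry adjusted p = 0.121). miR-21-5p was at -0.69 and its other arm miR-21-3p at 1.34, miR-155-5p at 0.24 and miR-146b-5p at 0.29, none past the test (edgeR adjusted p = 0.256, 0.139, 0.593 and 0.474); miR-21-3p was at 0.75 without IR replicate 1. The only hypoxia-induced miRNA tested, miR-210-3p, was at -0.03 (edgeR adjusted p = 0.936), and was not called at an unadjusted p or with DESeq2. The let-7 family had 0 of 17 called by edgeR (0 with DESeq2, 2 lower at an unadjusted p) and a median of -0.18, the miR-106b~25 cluster 0 of 6 (also 0 with DESeq2 and at an unadjusted p) and -0.26, the miR-15/16 family 2 of 9 lower, 0 higher and -0.26 with miR-16-5p at -0.26, and the miR-23/27/24 clusters 1 of 9 lower, 0 higher (1 higher and 2 lower adjusted over the list alone) and 0.06. Other miRNAs that the paper names were miR-152-3p at -0.25 and miR-32-3p at -0.19, which did not pass. miR-495 of the Dlk1-Dio3 list, also named there, was at 2.65 (edgeR adjusted p = 0.0547, range over the other settings 0.00285 to 0.192). The log2 fold change of miR-495 was 1.98 without IR replicate 2 and 1.55 with limma-trend. The most abundant Dlk1-Dio3 miRNAs after miR-127-3p included miR-411-5p at 1.69 and miR-379-5p at 1.80. At an unadjusted p under 0.05 edgeR had 59 higher and 51 lower miRNAs in all.

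Over 116 hairpins with both arms tested, the log2 fold changes of the arms had a Pearson's r of 0.766 and a Spearman's rho of 0.688 across hairpins, which are not independent replicates (permutation test, p = 1e-05, the smallest that 100000 permutations can give). Over the 110 hairpins outside the Dlk1-Dio3 list they were 0.579 and 0.634 (permutation test, p = 1e-05).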
